# Unraveling the functional role of DNA demethylation at specific promoters by targeted steric blockage of DNA methyltransferase with CRISPR/dCas9

**DOI:** 10.1038/s41467-021-25991-9

**Published:** 2021-09-29

**Authors:** Daniel M. Sapozhnikov, Moshe Szyf

**Keywords:** Methylation analysis, Gene expression analysis, CRISPR-Cas9 genome editing, PCR-based techniques, DNA methylation

## Abstract

Despite four decades of research to support the association between DNA methylation and gene expression, the causality of this relationship remains unresolved. Here, we reaffirm that experimental confounds preclude resolution of this question with existing strategies, including recently developed CRISPR/dCas9 and TET-based epigenetic editors. Instead, we demonstrate a highly effective method using only nuclease-dead Cas9 and guide RNA to physically block DNA methylation at specific targets in the absence of a confounding flexibly-tethered enzyme, thereby enabling the examination of the role of DNA demethylation per se in living cells, with no evidence of off-target activity. Using this method, we probe a small number of inducible promoters and find the effect of DNA demethylation to be small, while demethylation of CpG-rich *FMR1* produces larger changes in gene expression. This method could be used to reveal the extent and nature of the contribution of DNA methylation to gene regulation.

## Abstract (web summary)

The causal relationship between DNA demethylation and gene expression regulation has not yet been fully resolved. Here the authors develop a nuclease-dead Cas9 (dCas9) and gRNA site-specific targeting approach to physically block DNA methylation at specific promoters to cause DNA demethylation in cells and tackle this question.

## Introduction

DNA methylation is broadly involved in transcriptional regulation across a vast number of physiological and pathological conditions^1^. For nearly half a century, it has been widely documented that the presence of methyl groups on the fifth carbon of cytosines in the context of CpG dinucleotides within promoters is associated with transcriptional repression^2^. This is considered to be a crucial epigenetic mark as deviations from the tightly-regulated and tissue-specific developmental patterns have been implicated in conditions as diverse as cancers^3^, suicidal behavior^4^, and autoimmune diseases^5^. Yet, these studies also exemplify a fundamental challenge in the field: the persistent inability to attribute causality to a particular instance of aberrant DNA methylation. The issue of whether DNA demethylation is the driver of relevant transcriptional changes continues to be a source of controversy and is magnified by multiple studies suggesting that changes in gene expression and transcription factor binding can in some cases precede DNA demethylation^6–11^. The answers to this set of questions would reveal whether a particular DNA methylation state is only a marker for a particular condition, or whether it is plays a critical role in the pathophysiological mechanism.

In the case of DNA methylation, unconfounded manipulation of the methylation state of a CpG or region of CpGs in isolation remains a challenge: genetic (DNA methyltransferase knockdown) and pharmacological (5-aza-2′-deoxycytidine and S-Adenosyl methionine) hypo-methylating or hyper-methylating agents cause genome-wide changes in methylation^12–16^, confounding conclusions by countless concurrent changes throughout the genome in addition to any region under study. A more specific approach to assessing causality involves comparing the abilities of in vitro methylated and unmethylated regulatory sequences to drive reporter gene expression in transient transfection assays. However, this is an artificial system and a simplification of the complex chromatin architecture at the endogenous locus and, therefore, the effects of methylation in the context of an artificial promoter-reporter plasmid may misrepresent those that would occur under physiological conditions.

More recently, the TET dioxygenases—which oxidize the methyl moiety in cytosine and can lead to passive loss of methylation by either inhibiting methylation during replication, or through repair of the oxidized methylcytosine and its replacement with an unmethylated cytosine—were targeted to specific sites using a fusion of TET dioxygenase domains to catalytically inactive CRISPR/Cas9 (dCas9)^17–20^. However, this method still introduces several confounding factors that preclude causational inferences, such as the fact that oxidized methylcytosines are new epigenetic modifications that are not unmethylated cytosines^21–27^, and the fact that TET has methylation-independent transcriptional activation activity^28,29^.

We propose and optimize instead an enzyme-free CRISPR/dCas9-based system for targeted methylation editing, which we show is able to achieve selective methylation in vitro and passive demethylation in cells through steric interference with DNA methyltransferase activity. We map the size of the region of interference, optimize the system for nearly complete demethylation of targeted CpGs without detectable off-target effects, and analyze the transcriptional consequences of demethylation of genetically dissimilar regions across several human and mouse genes. In doing so, we provide evidence that DNA demethylation at proximal promoters increases gene expression in some instances but not others, that it does so to varying degrees depending on the genomic context, and that demethylation may facilitate responses to other factors. Most importantly, we report a simple tool for investigations into the effects of DNA demethylation that can be applied with ease and in multiplexed formats to examine the vast existing and forthcoming correlational literature in order to distinguish causational instances of DNA methylation and begin to develop a fundamental understanding of this biological phenomenon on a foundation of causality.

## Results

### CRISPR/TET-based approaches confound the causal relationship of DNA methylation and transcription

To develop a tool for site-specific DNA methylation editing, we elected to study the murine interleukin-33 (*Il33*) gene. The distance between individual CpGs and sets of CpGs within its canonical CpG-poor promoter provides a simple starting point that enables specific CpG targeting in order to evaluate the impact of discrete methylation events on gene transcription (Fig. 1a). The promoter is highly methylated in NIH-3T3 cells (Supplementary Fig. 1A) and upon treatment of cells with the demethylating agent 5-aza-2′-deoxycytidine, CpGs adjacent to the transcription start site (TSS) are demethylated (Fig. 1b) and gene expression is moderately induced (Fig. 1c). However, this classical response to 5-aza-2′-deoxycytidine also emphasizes the shortcomings of this common approach in DNA methylation research: (1) multiple CpGs in the promoter are demethylated, so it remains unclear which sites of methylation contribute to transcriptional inhibition and (2) the global genomic consequences of 5-aza-2′-deoxycytidine treatment result in the induction of expression of several putative and experimentally validated *Il33* transcription factors (Fig. 1d), exemplifying the possibility that demethylation of the *Il33* promoter may not be the event responsible for upregulation of the gene. This demonstrates a need for an accurate and specific targeted methylation editing technology that can properly interrogate the fundamental question of the causal relationship between DNA methylation at specific sites and gene expression in *cis*.

**Fig. 1:**
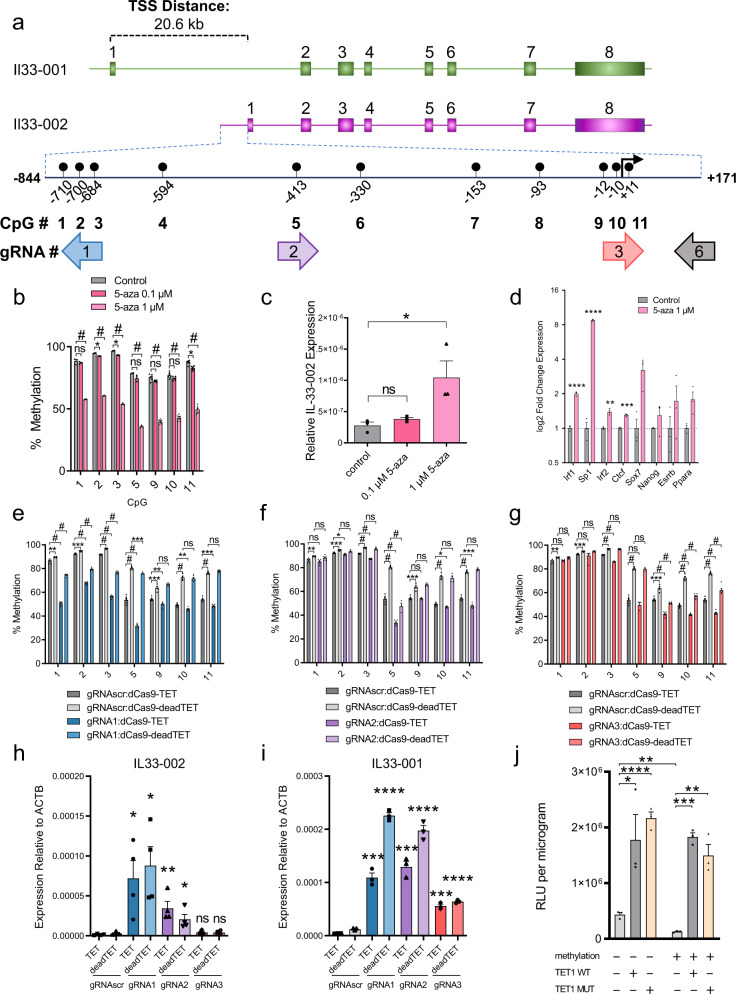
Targeting the Il33 promoter with dCas9-TET. **a** Schematic of the murine *Il33* genomic locus depicting the two transcriptional isoforms with a highlighted 800 bp region of the *Il33-002* promoter and the locations of the 11 CpGs as well as four gRNAs targeting specific CpGs. The 11 CpGs are numbered sequentially in the 5′ to 3′ direction. The promoter-targeting gRNAs used in these experiments are shown relative to the CpGs and are approximately to scale such that CpGs 1, 2, and 3 are targeted by gRNA1, CpG 5 by gRNA 2, and gRNA 3 targets CpGs 9, 10, and 11—which overlap the transcription start site (TSS), marked by a black arrow. The orientation of the gRNAs is indicated by the direction of the arrow labeled with the respective gRNA, where an arrow pointing to the left indicates a gRNA that binds the plus strand. The fragment cloned into the luciferase vector (pCpGl) is marked at either end, spanning from −844 to +171 relative to the TSS. **b** Percent of DNA methylation (mean ± SEM) assayed by bisulfite-pyrosequencing at the three TSS CpGs (labeled 9–11) following treatment of NIH-3T3 cells with indicated concentrations of 5-aza-2′-deoxycytidine (5-aza) or water control (*n* = 3 independent experiments for CpGs 1, 2, 3, and 5; *n* = 6 for CpGs 9, 10, and 11). **c** Expression of *Il33-002* (mean ± SEM) quantified by RT-qPCR and normalized to beta actin (*Actb*) expression following treatment of NIH-3T3 cells with indicated concentrations of 5-aza-2′-deoxycytidine (5-aza) or water control (*n* = 3 biologically independent samples) (Student’s *t*-test, two sided, control vs. 0.1 µM 5-aza; *P* = 0.1636, control vs. 1 µM 5-aza; *P* = 0.0482). **d** Expression (mean ± SEM) of predicted (Transfac) and experimentally validated (Qiagen, ENCODE, Gene Transcription Regulation Database) *Il33-002* transcription factors quantified by RT-qPCR and normalized to *Actb* expression following treatment of NIH-3T3 cells with indicated concentrations of 5-aza-2′-deoxycytidine (5-aza) or water control (*n* = 3 biologically independent samples). **e**–**g** Percent of DNA methylation (mean ± SEM) assayed by bisulfite-pyrosequencing at seven targeted CpGs in the *Il33-002* promoter following transduction with lentiviruses and antibiotic selection of virally infected cells (gRNAs) or selection by flow cytometry (BFP; dCas9 constructs) of NIH-3T3 cells with dCas9-Tet/dCas9-deadTET (BFP) and gRNA1 (**e**), gRNA2 (**f**), or gRNA3 (**g**) compared to gRNAscr (light and dark gray, gRNAscr data identical in **e**–**g** and shown for comparison) (*n* = 4–8 biologically independent experiments, depending on specific condition and CpG; see Source Data file for specific *n* of interest). **h**, **i** Expression of *Il33-002* (**h**) and *Il33-001* (**i**) (mean ± SEM) quantified by RT-qPCR and normalized to *Actb* expression in NIH-3T3 stably expressing one of 4 gRNAs and dCas9-TET or dCas9-deadTET (*n* = 3–4 biologically independent samples; statistical comparisons are between each gRNA and gRNAscr bearing the same dCas9 construct (dCas9-TET or dCas9-deadTET)). All data shown as (mean± SEM). **j** Relative light units normalized to protein quantity (mean ± SEM) in transfected HEK293 cells. Cells were transiently transfected with methylated or unmethylated SV40-luciferase vector along with mammalian wild-type or mutant human TET1 expression plasmid or empty vector (pEF1A) control (*n* = 3). * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, **** or # of *P* < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Source data are provided as a Source Data file.

To first assess the efficacy and specificity of the available targeted DNA methylation editing technology, we examined the lentiviral system created by Liu et al.^30^ consisting of a catalytically inactive Cas9 (dCas9) fused to the catalytic domain of TET1 (dCas9-TET or a catalytic mutant, dCas9-deadTET), which is thought to promote active DNA demethylation by oxidation of the methyl moiety and eventual replacement of the modified cytosine with unmethylated cytosine by the base excision repair pathway^17^. We developed a set of 20 base-pair (bp) CRISPR guide RNAs (gRNAs) targeting distinct regions in the promoter of the *Il33-002* transcript, the inducible variant^31,32^ (Fig. 1a and Supplementary Table 1). The system was effective in partially demethylating the *Il33* promoter; however, we noted several shortcomings of this method.

First, it was immediately apparent that even in the absence of targeting, NIH-3T3 cells expressing only a scrambled, non-targeting guide (gRNAscr) and dCas9-TET were significantly more demethylated than those expressing the same gRNAscr and dCas9-deadTET (Fig. 1e–g). While dCas9-TET triggered a 22–26% demethylation as compared with dCas9-deadTET at CpGs 5 (*P* < 0.0001), 10 (*P* < 0.0001), and 11 (*P* < 0.0001), dCas9-TET:gRNAscr that was not targeted to these sites also caused demethylation at these sites as well as all remaining evaluated CpGs. This is indicative of a potential ubiquitous and dCas9-independent activity of the fused, over-expressed TET domain, that we provide further evidence for with whole-genome methylation analysis in a subsequent section.

Second, the demethylation caused by dCas9-TET spanned a substantial genetic distance. For example, in gRNA1:dCas9-TET cells, while the protein complex was positioned at and significantly demethylated CpGs 1, 2, and 3 (*P* < 0.0001), the remaining CpGs were all significantly demethylated as well, including CpG 11 (*P* = 0.00014), which is nearly 700 bp away from gRNA1 (Fig. 1e). Similar significant long-distance demethylation effects could be observed in cells expressing gRNA2 and gRNA3 (Fig. 1f, g). The potential for long-distance effects is further exemplified at the mRNA level in the strong transactivation effects of dCas9-TET positioned at the *Il33-002* promoter on the distant *Il33-001* promoter, approximately 21 kb away (Fig. 1I).

Third, when evaluating the transcriptional effects of the epigenetic editing system, we were surprised to discover that dCas9-deadTET paired with gRNA 1 or 2 (gRNA3 blocks the TSS and likely interferes with RNA polymerase binding^33^) resulted in strong demethylation and transactivation of the *Il33-002* transcript to levels comparable to dCas9-TET (Fig. 1h), despite lacking any catalytic capacity to initiate the active DNA demethylation process. To ensure that this unexpected result was not a consequence of erroneous sample switches, we amplified the region containing the catalytic mutations of the TET1 domain in the DNA samples used for methylation analysis, and in the cDNA samples used for expression quantification and confirmed by Sanger sequencing that all dCas9-deadTET samples bore the two point mutations that render it catalytically inactive (Supplementary Fig. 1B). Equally surprising was the fact that that dCas9-deadTET was also effective in transactivation of *Il33-001* (Fig. 1i) (*P* < 0.0001 for all targeting gRNAs). The *Il33-001* transcript was also significantly more expressed in dCas9-deadTET cells under gRNA1 (*P* = 0.0091) and gRNA3 (*P* = 0.0033) as compared to catalytically active dCas9-TET, though it may be caused by different level of expression of the constructs; dCas9-deadTET expression levels were moderately higher than dCas9-TET by RT-qPCR (Supplementary Fig. 1C), whereas the protein levels as determined by a western blot analysis were not significantly different (Supplementary Fig. 1D–E).

To assess by a secondary measure the DNA methylation independent transactivation capacity of TET proteins, we performed transient co-transfections of in vitro methylated or unmethylated promoter-reporter plasmids—luciferase driven by the SV40 promoter/enhancer—in combination with a mammalian expression vector expressing human TET1 (TET1 WT), mutant TET1 (TET1 MUT), or an empty vector control (pEF1A). We found that TET1 induces the activity of completely unmethylated promoters (Fig. 1j), as does TET2 (Supplementary Fig. 1M), reaffirming the notion that TET proteins produce transcriptional changes independently of any DNA demethylation and thus confound correlational assessments. SV40-pCpGl copy number in cells is equivalent upon transfection of fully methylated or fully unmethylated DNA (Supplementary Fig. 1N).

Additionally, we combined our three targeting gRNAs with the well-characterized dCas9-VP64 fusion; VP64 is a potent transcriptional activator originating from the herpes simplex virus^34^. The tetramer of the herpes simplex VP16 protein acts to activate transcription primarily through recruitment of basal transcription machinery, including TFIID/TFIIB, and has no known catalytic capacity for DNA demethylation^35^. Yet, we found that dCas9-VP64 co-expressed with all three *Il33-002* gRNAs resulted in dramatic and broad demethylation of the *Il33-002* promoter in stably infected cells (Supplementary Fig. 1F–H). This suggests that DNA demethylation can in particular instances be secondary to transcription factor recruitment and transcriptional activation, rather than causal (Supplementary Fig. 1I). To further test this, we performed a time-course experiment in which we observed activation of transcription of *Il33-002* by dCas9-VP64:gRNA2 24 h after transient transfection and prior to initiation of any detectable demethylation at this time point nor at any time point up to 96 h (Supplementary Fig. 1J). We again found significant and robust activation of the distant *Il33-001* promoter (gRNA2, *P* < 0.05; gRNA3, *P* < 0.001), supporting the notion that enzymatic domains flexibly tethered to dCas9 can act across large genetic distances (Supplementary Fig. 1K).

Finally, we detected a significant increase of 5-hydroxymethylcytosine in the *Il33-002* promoter in the presence of dCas9-TET but not dCas9-deadTET (Supplementary Fig. 1L), demonstrating that demethylation is not the only epigenetic change conferred by dCas9-TET and, since dCas9-deadTET activates transcription (Supplementary Fig. 1C), that catalytic 5-hydroxymethylation is not necessary for the transcriptional induction.

### A method for site-specific DNA methylation in vitro

A potential mechanism for producing specific demethylation in cells is through targeted physical interference with the DNA methyltransferase (DNMT) machinery that deposits methyl groups onto nascent post-replicative DNA. We reasoned that since dCas9 is able to interfere with transcriptional machinery to reduce gene expression^33^, it may also be able to sterically obstruct DNMT activity at its binding position (Fig. 2b). dCas9 is a prokaryotic protein with no documented protein:protein interaction with eukaryotic gene transcription machinery, the protein has no homology to known eukaryotic protein:protein interaction domains and has no enzymatic activity epigenetic or other^36^.

**Fig. 2:**
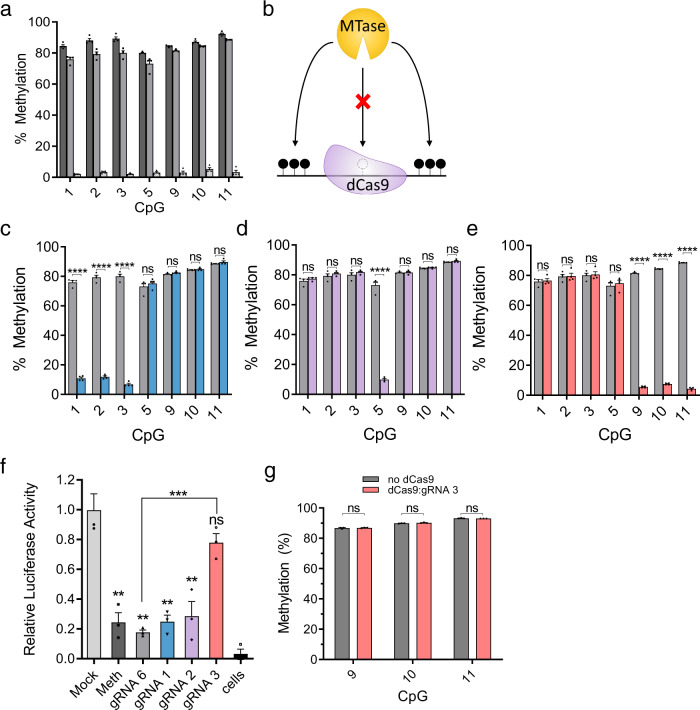
dCas9 blocks DNA methyltransferase in vitro. **a** Pyrosequencing data (mean ± SEM, *n* = 4 biologically independent samples) for the methylation state of indicated CpGs in the *Il33*-pCpGl plasmid following standard methylation for 4 h by M.SssI (dark gray), methylation in the presence of dCas9 and gRNA 6 (distant binding) (gray), or a mock-methylated control reaction that lacked S-adenosyl methionine substrate (light gray). **b** Diagram illustrating the principle of site-specific methylation utilizing pre-incubation of DNA with dCas9 and selective CpG-targeting guide restricting M.SssI from binding and methylating the targeted region, while permitting methylation of remaining unobstructed CpGs. **c**–**e** Pyrosequencing data (*n* = 4 biologically independent samples, mean ± SEM)) for the methylation state of CpGs in the IL-33-pCpGl plasmid following pre-incubation with dCas9 and gRNA1 (**c**), gRNA2 (**d**), or gRNA3 (**e**) and methylation by M.SssI (colored bars). Gray bars are identical (**a**, **c**–**e**) and indicate methylation levels for the same treatment utilizing gRNA6. **f** Luciferase reporter activity of the plasmids (**a**, **c**–**e**), expressed as relative light units (mean ± SEM) normalized for protein content per sample, and then normalized to average value for mock methylated condition (*n* = 3 biologically independent experiments). All statistical comparisons are to mock methylated conditions unless otherwise indicated. **g** Percent of methylation (mean ± SEM) assayed by pyrosequencing when Il33-pCpGl is incubated with dCas9 and gRNA 3 or only gRNA 3 (no dCas9 control) after standard methylation, instead of before (*n* = 3 biologically independent samples). * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Source data are provided as a Source Data file.

To test this hypothesis, we first investigated whether dCas9 could be applied as a tool to interfere with DNMT activity at targeted CpGs in a simplified in vitro system. The target DNA used for methylation was a 1015 bp fragment of the *Il33-002* promoter (Fig. 1a) inserted into an otherwise CpG-free luciferase reporter vector (pCpGl)^37^ to enable the assessment of methylation changes on reporter gene activity in transient transfection assays. Standard methylation with recombinant bacterial CpG methyltransferase M.SssI protein resulted in 80–93% methylation at all CpGs as assayed by pyrosequencing (Fig. 2a) and a significant 4-fold decrease in luciferase reporter activity in a transient transfection assay (*P* = 0.0041) (Fig. 2f). Incubation of *Il33*-pCpGl with recombinant dCas9 protein and an in vitro transcribed chimeric control gRNA (gRNA6 in Fig. 1a) targeting the CpG deficient region approximately 110–130 bp downstream of the TSS only slightly inhibited the efficiency of the M.SssI reaction at all CpGs (Fig. 2a in gray). The plasmid was still highly methylated and the treatment also significantly reduced luciferase activity (*P* = 0.0018) compared to mock treatment and to a similar extent as standard methylation (*P* = 0.374) (Fig. 2f). This confirms that the reaction components (including dCas9 protein, non-CpG-targeting gRNA, buffer system, and incubation times) do not compromise DNA methyltransferase activity of M.SssI in vitro.

The DNA was then incubated with recombinant dCas9 protein and each of the three in vitro transcribed gRNAs—targeting CpGs in the proximal promoter region of *Il33-002*—in order to facilitate binding of the dCas9:gRNA complex to the DNA prior to the addition of M.SssI methyltransferase (Fig. 2b). Following M.SssI treatment, the methylation state of each target CpG was assayed by bisulfite conversion and pyrosequencing and compared to treatment with control gRNA6. Pre-incubation of *Il33*-pCpGl with dCas9 and all CpG-targeting gRNAs resulted in a drastic, specific interference with DNA methylation at targeted sites (Fig. 2c–e). For example, in the case of gRNA3, the targeted CpGs (CpGs 9, 10, and 11) were methylated only to a mean ± SEM of 5.75 ± 0.45%, whereas the control gRNA6 barely affected methylation and the sites were methylated at 84.79 ± 0.88% (*P* < 0.00001). Sites that were not directly within or adjacent to the binding site of dCas9:gRNA3 (CpGs 1, 2, 3, and 5) remained unaffected by the treatment (Fig. 2e) (*P* = 0.752, 0.878, 0.800, 0.618, respectively). The same levels of inhibition and specificity were achieved by two other CpG-targeting gRNAs (Fig. 2c, d). Notably, with gRNA2, we successfully prevented methylation of a single CpG while leaving all remaining assayed CpGs completely unaffected (Fig. 2d). We also reversed the order of the reaction, incubating the target DNA first with M.SssI and then with dCas9 and gRNA3 in order to ascertain that dCas9 is not able to catalytically remove methyl groups post hoc but rather inhibits methylation by competitive binding (Fig. 2g).

Now in possession of five *Il33*-pCpGl plasmids bearing unique methylation patterns (gRNA1, gRNA2, gRNA3, gRNA6, and mock), we sought to assay the impact of these patterns on transcription in live cells using a transient transfection reporter assay. We transfected each uniquely methylated plasmid into NIH-3T3 cells and performed a luciferase reporter assay (Fig. 2f). As mentioned previously, mock (unmethylated) plasmid drove luciferase activity to a significantly higher degree than both standard methylated and dCas9:gRNA6 treated plasmids. When CpGs 1, 2, 3 were unmethylated (by gRNA1 treatment) or CpG5 was unmethylated (by gRNA2), luciferase activity remained low and was not significantly different from gRNA6 control (*P* = 0.202, *P* = 0.332). However, in the case of unmethylated CpGs 9, 10, and 11 (by gRNA3) surrounding the *Il33-002* TSS, luciferase activity was significantly greater than gRNA6 (*P* = 0.0007) and not significantly different from mock-methylated DNA (*P* = 0.157), demonstrating that the methylation of these three TSS CpGs, but not the others, blocks *Il33-002* promoter activity. gRNA1 and gRNA3 both interfered with methylation of three CpGs and thus the overall promoter methylation levels were similar between these two treatments; yet, there was a stark difference in luciferase activity. These data demonstrate the exquisite impact of site-specific methylation rather than just methylation density, and thus this assay appears to capture the sequence specificity of inhibition of promoter function by DNA methylation.

In summary, we demonstrate that dCas9 specifically inhibits DNA methylation of targeted sites in vitro, enabling the analysis of the causal role of specific methylated sites per se. The only difference between our different transfected plasmids is the positions of the methyl moieties. No additional confounding enzyme is introduced. CpGs 9, 10, and 11 at the *Il33-002* TSS silence transcription; demethylation of these CpGs is sufficient for maximal activation of the promoter-reporter construct. In contrast, demethylation of CpGs 1, 2, 3, or 5 is insufficient for re-activation of the methylated promoter suggesting that methylation of these sites is not involved in silencing of transcription from the *Il33-002* promoter.

### Blocking of methylation by dCas9 is limited to its binding site and is affects both DNA strands

In the preceding in vitro assays, we were able to prevent on-target DNA methylation with dCas9 without affecting the remaining target CpGs in the promoter. However, as the *Il33-002* promoter is CpG-poor and clusters of CpGs (e.g., 1, 2, 3 and 9, 10, 11) are separated by several hundreds of base pairs, the precision of this approach needs to be determined. In order to delineate the DNA span that is protected from methylation by bound dCas9, we repeated the same in vitro assay using a canonical CpG-rich promoter. The human *CDKN2A* (p16) promoter contains a 310 bp fragment with 38 CpGs, which are frequently aberrantly hypermethylated in all common cancers^38^. We designed a gRNA overlapping a single CpG (CpG 17) within this promoter that was flanked on either side by CpGs 8 base pairs away from the 23-nucleotide gRNA and protospacer adjacent motif (PAM) sequence (Fig. 3a). We then applied bisulfite-cloning to map the methylation patterns of individual DNA molecules and assessed whether there was a difference in the methylation pattern of the CpGs in the strand bound by the dCas9:gRNA ribonucleoprotein and its complementary strand (as CpGs are palindromic).

**Fig. 3:**
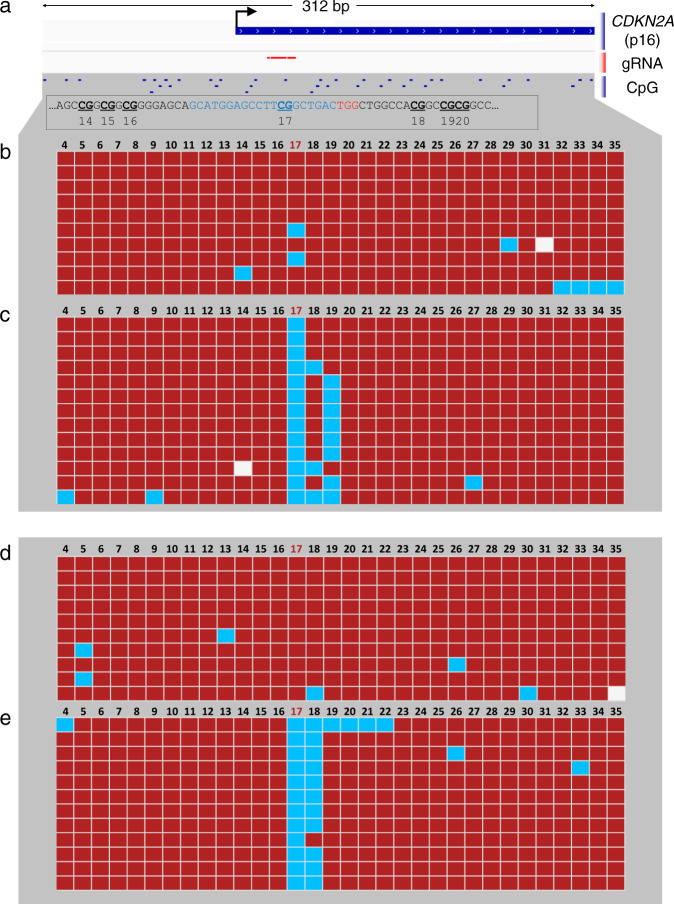
The footprint of dCas9. **a** Genome browser diagram of the *CDKN2A* (p16) promoter region, which was used for the methylation assay, showing transcription start site (TSS, marked by black arrow), gRNA position overlapping CpG 17, and surrounding CpGs. Below, DNA sequence is shown in black, gRNA sequence in blue, and PAM site in red, with CpGs bolded, underlined, and numbered according to the figures that follow. **b**–**e** Methylation of individual strands of the *CDKN2A* promoter plasmid following standard methylation (**b**, **d**) or methylation preceded by incubation with dCas9 and p16 gRNA (**c**, **e**). Red squares indicate methylated CpGs and blue squares indicate unmethylated CpGs; white squares indicate no data. Figures **b** and **c** represent the forward strand whereas (**d** and **e**) represent the reverse strand. Figures generated by BISMA software (http://services.ibc.uni-stuttgart.de/BDPC/BISMA/). Regions below 80% methylation were filtered out as strands that were not effectively methylated by M.SssI. Source data are provided as a Source Data file.

In the control methylation reaction, M.SssI almost completely methylated all CpGs on both strands (Fig. 3b, d) with some sporadic unmethylated CpGs that are likely consequences of poor bisulfite conversion or Sanger sequencing errors; M.SssI is highly processive and it is unlikely that the sporadic demethylation resulted from inhibition of M.SssI^39^. In contrast, p16-targeting (CpG 17) gRNA completely inhibited methylation of the targeted CpG on the gRNA bound strand, while scrambled control gRNA did not block DNA methylation of CpG 17 (0% vs. 80% methylation, *P* < 0.0001, Fisher’s exact test) (Fig. 3b, c). The CpG immediately downstream of the gRNA-PAM sequence was slightly but not significantly unmethylated (77% vs. 100% methylation, *P* = 0.2292, Fisher’s exact test). Interestingly, the following CpG 19 was significantly unmethylated (38% vs. 100% methylation, *P* = 0.0027, Fisher’s exact test), while the CpG only two additional base pairs downstream (CpG 20) was 100% methylated and unaffected. The distance between the unaffected CpG 20 and the 3′ end of the PAM is 14 bp and the upstream unaffected CpG 16 is 8 bp from the 5′ end of the gRNA (Fig. 3a). We thus define the range of dCas9 inhibition of M.SssI DNA methylation to be less than eight base pairs from the 5′ end and smaller than 14 base pairs from the 3′ end of the PAM adding to a total protection range of 45 bp. Nevertheless, peak inhibition is exactly at the binding site and any inhibition within the 45 bp is only partial.

It is interesting to also note that while the target CpG 17 is always protected from methylation in all of the molecules, CpG 18 and/or CpG 19 are protected only in certain DNA molecules. These data suggest that CpGs 3′ of the gRNA sequence are variably protected, possibly reflecting the dynamic orientation of the flexible gRNA scaffold^40^. It may thus be possible to refine this method to reduce or, conversely, target protection of neighboring CpGs. The results are in accordance with the crystal/cryo-EM structures of the dCas9:gRNA:DNA ternary complex, which reveals minimal 5′ protrusion of dCas9:gRNA beyond the 5′ end of the target DNA strand and more pronounced extension (and steric interference) of both dCas9 protein and gRNA scaffold beyond the 3′ end of the target DNA sequence, which still seats deep within the dCas9 binding pocket (Supplementary Fig. 2A)^40,41^.

We also determined whether protection from methylation by dCas9 was symmetric on both DNA strands, and whether dCas9 preferably obstructed methylation of the targeted CpG only on the strand that was complementary to the gRNA. Given that bound dCas9 envelopes nearly the entire DNA double helix^40^, we predicted that both CpG sites would be equally protected. Bisulfite-cloning of the opposite strand again revealed complete protection from M.SssI methylation of CpG 17 (0% vs. 100%, *P* < 0.0001) and the next CpG (8% vs. 90%, *P* = 0.0003) (Fig. 2d, e). Interestingly, the 3′ footprint is smaller by at least 2 bp (and at most 6 bp) than in the strand interacting with the gRNA, as CpG 19 is not affected on the antisense strand. Thus, dCas9:gRNA complex completely protected both the target and complementary CpG on the antisense strand.

We determined whether we could focus the range of protection using the smaller dCas9 protein from *Staphylococcus aureus* despite the fact that it classically requires a longer gRNA (21 bp instead of 20 bp) and a longer PAM sequence (NNGRR instead of NGG). We designed four *S.aureus* gRNAs (SAgRNAs1–4) that also overlapped with potential gRNAs for the hitherto utilized *Streptococcus pyogenes* dCas9 (SPgRNAs1–4) (Supplementary Fig. 2B). The first three gRNAs assayed the 5′ protrusion and were shifted by one base pair each in order to refine the 5′ distance for both dCas9 variants; three 5′ CpGs were 4, 7, and 11 bp away from the 5′ end of SAgRNA1; 3, 6, and 10 bp away for SAgRNA2; and 2, 5, and 9 bp away for SAgRNA3. Each CpG was 1 bp further away for the corresponding SPgRNAs as these were 1 bp shorter at the 5′ end (20 bp vs. 21 bp). We determined that *S. aureus* dCas9 is equally capable of complete interference with M.SssI at sites within the bound region (CpGs 20–22), with a gradual 5′ fall-off in protection; 90–100% protection of CpG 2–4 bp away, 80% protection of CpG 5 bp away, 50–60% at CpG 6 or 7 bp away and 0–10% at 9–11 bp away from the target (Supplementary Fig. 2C and S2D). 5′ interference of SP-dCas9 was consistently less than SA-dCas9 at all distances in a manner that was not sufficiently explained by the additional single 5′ bp of the *S. aureus* gRNAs (Supplementary Fig. 2D). The 3′ distance for SP-dCas9 could not be refined further because of a lack of efficacy of SPgRNA 4 (Supplementary Fig. 2C and S2E); only four strands appeared to have been protected from dCas9 (of 17 sequenced), and the interference was interestingly limited to CpGs in the PAM site and not within the gRNA binding site, likely indicative of a poor-quality gRNA. However, SAgRNA4 was efficient and we could calculate that SAdCas9 interfered with a minimum of 11 bp and a maximum of 13 bp from the 3′ end, including its 5 bp PAM sequence. Therefore, we demonstrate that despite its smaller protein size, SA-dCas9 has a 3′ footprint comparable to but possibly smaller than SP-dCas9 (likely due to similar gRNA scaffolds) and a definitively larger 5′ footprint, drawing the conclusion that the original SP-dCas9 allows more precise interference with DNMTs, however it is also useful to note that the equivalent efficacy of SA-dCas9 presents a secondary option for combinational approaches, and for a more diverse selection of target sequences by addition of a second PAM option.

### The dCas9 system directs robust site-specific demethylation in living cells

dCas9 is obviously not an active demethylase; nevertheless, we hypothesized that we could use it to demethylate specific CpGs in dividing cells. As nascent post-replicative DNA is unmodified and must be methylated by the maintenance methyltransferase Dnmt1 in order to preserve parental cell methylation patterns^42^, we postulated that dCas9 would interfere with Dnmt1 methylation similar to its blockage of M.SssI methylation and thereby cause passive demethylation of targeted sites through successive rounds of cell division and DNA replication. Therefore, we used the gRNAs characterized above to demethylate the endogenous *Il33-002* promoter in NIH-3T3 cells. We established by lentiviral transduction cell lines stably expressing SP-dCas9 and each *Il33* gRNA or a scrambled, non-targeting control gRNA (gRNAscr) and collected DNA for methylation analysis by bisulfite conversion and pyrosequencing 1 week after complete antibiotic marker selection (1 µg/mL puromycin). We demonstrate that the dCas9:gRNA complex is sufficient to produce robust demethylation of targeted CpGs (Fig. 4a–c). dCas9 in combination with gRNA1 (Fig. 4a) reduced absolute methylation levels by an average of 27.0% (*P* < 0.0001), 28.3% (*P* < 0.0001), and 34.6% (*P* < 0.0001) at CpGs 1, 2, and 3, respectively; gRNA2 (Fig. 4b) reduced CpG 5 methylation by 52.0% (*P* < 0.0001); gRNA3 (Fig. 4c) reduced CpG 9, 10, and 11 methylation by 30.2, 31.4, and 38.4% (*P* < 0.0001 for all). Demethylation with dCas9, unlike dCas9-TET (Fig. 1f) was highly specific to targeted CpGs, as in the case of gRNA2, no other assayed CpGs were demethylated. gRNA3 caused significant demethylation of off-target CpG 3 (*P* = 0.002) but the extent of demethylation was only 0.6%. gRNA1 caused a slightly larger, significant demethylation of the distant CpGs 9, 10, and 11 (5.3, 4.5, and 3.9%) but still to a lower level than the target CpGs 1, 2, and 3, and less than that of dCas9-TET:gRNA1. These data also clarify that the binding site demethylation in dCas9-TET and in dCas9-deadTET cells (Fig. 1e–g) likely stems from the same mechanism of steric interference with Dnmt1 rather than a catalytic TET activity, as the tightly bound dCas9 domain likely makes it impossible for the fused TET domain to access this bound DNA.

**Fig. 4:**
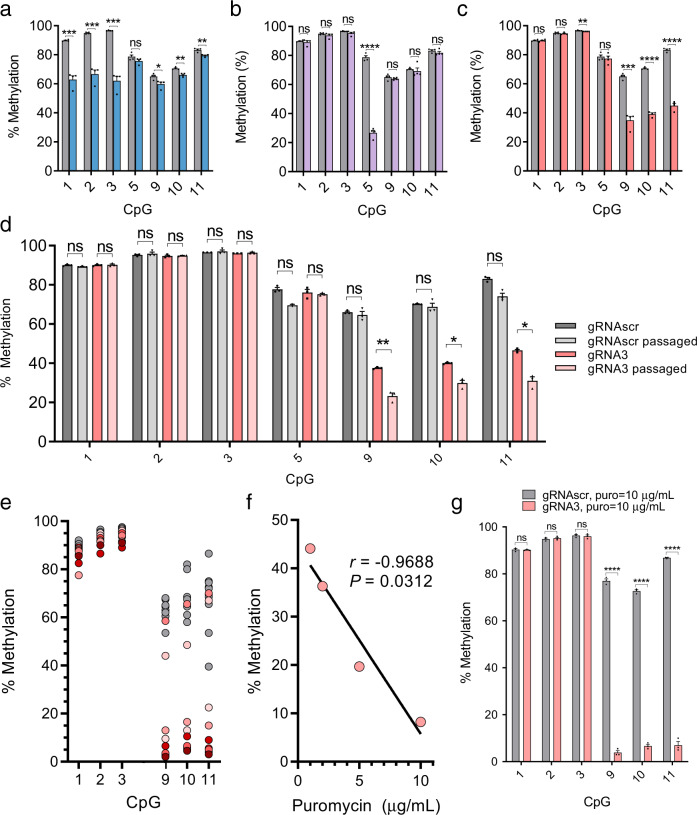
dCas9 causes demethylation in mammalian cells. **a**–**c** Methylation levels (mean ± SEM) assayed by bisulfite-pyrosequencing at CpGs 1, 2, 3, 5, 9, 10, and 11 of the *Il33-002* promoter in NIH-3T3 cells stably expressing dCas9 and gRNA1 (**a** blue), gRNA2 (**b** purple), gRNA3 (**c** pink) or scrambled gRNA (**a**–**c**, gray; identical in all) (*n* = 4 biologically independent samples). **d** Cells from **c** were passaged for an additional 30 days and methylation percentage was assayed as previously (*n* = 3 biologically independent samples, mean ± SEM). **e** Cells from **c** were subjected to clonal isolation and expansion. Gray circles represent methylation levels of clones containing dCas9 and scrambled gRNA and various red circles represent methylation levels of randomly selected clones stably expressing dCas9 and gRNA 3 (*n* = 10 independent clones per condition). **f** Average DNA methylation at CpGs 9–11, assayed by bisulfite-pyrosequencing, as a function of increasing the selection antibiotic puromycin (lentivirus is expressing puromycin resistance gene) concentration in cell lines (pools) stably expressing dCas9 and gRNA3 (*n* = 1 cell line per puromycin concentration) fitted with a line of best fit. **g** DNA methylation at CpGs 1, 2, 3, 9, 10, and 11 in (*n* = 3 biologically independent samples, mean ± SEM) NIH-3T3 cells stably expressing dCas9 and gRNA3 (pink) or control gRNAscr (gray) and treated with 10 µg/mL puromycin until no antibiotic-associated cell death could be observed and surviving cells were of sufficient quantity for DNA extraction and other procedures (approximately 2 weeks). * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Source data are provided as a Source Data file.

We were also able to demonstrate similar levels of demethylation and specificity by a second gRNA targeting CpGs 9, 10, and 11 which was shifted two base pairs in the 3′ direction (Supplementary Fig. 3A) relative to gRNA3, demonstrating that altering the exact CpG positioning relative to the gRNA, whether within the gRNA target sequence, PAM site, or immediately adjacent to either, does not impact demethylation efficiency in cells. All these positions were predicted to be completely protected from DNMT activity by both gRNAs based on the in vitro footprint assays (Fig. 3).

Though these experiments demonstrated a higher specificity of dCas9 than dCas9-TET across adjacent CpGs in the *Il33-002* promoter, we also sought to determine if the same off-target effects seen with dCas9-TET could be found in equivalent dCas9 treated cells. Unlike in dCas9-TET cells, the distant *Il33-001* transcript was not upregulated by dCas9 combined with any of the three targeting gRNAs (Supplementary Fig. 3B); however, there was detectable significant downregulation of *Il33-001* under gRNA1. We found no potential off-target site for gRNA1 (no less than eight mismatches) within ± 10 kb from the *Il33-001* TSS.

Next, we wished to evaluate if the dCas9 demethylation approach could be optimized to yield higher demethylation. Passive demethylation by Dnmt1 interference would require cell division and, if fully efficient, methylation levels would halve with every round of replication. We therefore hypothesized that passaging the cells in culture would increase the extent of demethylation. dCas9:gRNA3 and dCas9:gRNAscr cell lines were passaged for an additional 30 days after the original DNA collection. This approach increased the extent of demethylation of only target CpGs 9 (14.3%, *P* = 0.0009), 10 (10.2%, *P* = 0.003), and 11 (15.5%, *P* = 0.002) (Fig. 4d). Passaged dCas9:gRNAscr cell lines were demethylated at several non-target *Il33-002* promoter CpGs compared to original unpassaged cells, but none of these differences were significant after correction for multiple testing.

Another common approach to improve the efficiency of CRISPR/Cas9 editing is cloning^43^. Despite the fact that we could achieve robust demethylation of a target CpG in a population of cells, as a particular strand of DNA only exists in a methylated or unmethylated state, we reasoned that we could isolate clonal populations that are completely demethylated at the target sites (CpG 9, 10, 11). Therefore, we expanded ten clonal lines from each of the dCas9:gRNA3 and dCas9:gRNAscr cell lines and subjected these clones to pyrosequencing. The population of gRNAscr clones (gray circles) was not significantly demethylated relative to the original gRNAscr pool at any CpG except a significant 0.6% demethylation at CpG 3 and, with the lone exception of a single CpG in one clone that displayed 39.5% methylation, no CpG in any of the ten clones was methylated less than 50% (Fig. 4e). Therefore, even though some gRNAscr cells in a population that is not 100% methylated must have fully unmethylated CpGs, the clonal isolation process is unable to generate fully demethylated clones, perhaps due to an equilibrium between methylation and demethylation established by the nuclear DNA methylation machinery in the cells. On average, dCas9:gRNA3 clones were not significantly demethylated at target CpGs 9, 10, and 11, compared to both original and passaged dCas9:gRNA3 lines. However, 6 of 10 clones isolated from the dCas9:gRNA3 pool displayed methylation levels below 11% at CpGs 9, 10, and 11 and two of these clones were methylated at or below 5% at all targeted CpGs. We concluded that we were able to produce cell lines with almost completely demethylated target CpGs with this approach (the small level of methylation detected in these clones is around the standard error for unmethylated controls in our pyrosequencing assay).

The clonal analysis suggests a clonal variation in the extent of demethylation by dCas9:gRNA. A plausible cause could be variation in the level of expression of either dCas9 or the gRNA. dCas9 mRNA levels did not correlate with methylation levels (*r* = 0.1982, *P* = 0.6091, *n* = 9) (Supplementary Fig. 3D) whereas gRNA3 expression levels correlated negatively with methylation (*r* = −0.7307, *P* < 0.05, *n* = 9) (Supplementary Fig. 3E). Similar to several other studies that demonstrated that expression of gRNA is the rate limiting factor in Cas9 cleavage efficiency^44–47^, our data suggest that gRNA is the limiting factor in targeted demethylation efficiency in our model.

Clonal isolation is tedious, involves long passaging times, and prone to producing bottleneck effects from a heterogenous cell line; we also found that unhealthy morphologies were common to these clonal populations (Supplementary Fig. 4). In order to increase gRNA transgene expression in the clonal population, we increased the quantity of puromycin, which we hypothesized would select for cells with higher copy numbers of virally-inserted transgenes and increase gRNA expression. We noted a stepwise increase in demethylation as puromycin concentrations were increased from the standard 1 µg/mL concentration to 2, 5, or 10 µg/mL (Fig. 4f) with a significant correlation (*P* < 0.05), and a large difference of 36% in extent of demethylation of the target sequences between minimal and maximal concentrations. Settling on 10 µg/mL, we produced high-puromycin selected populations of gRNAs1–3 and gRNAscr and verified the extent of demethylation. We found that dCas9:gRNA3-treated cells were highly demethylated at CpGs 9–11 with 3–10% residual methylation, compared to 71–87% in dCas9:gRNAscr cells with 10 µg/mL puromycin (*P* < 0.000001 for all), while off-target CpGs 1–3 were still highly methylated and unaffected by the treatment (*P* = 0.742, 0.621, and 0.670, respectively) (Fig. 4g). In summary, we successfully developed a protocol to produce near-complete, specific targeted DNA demethylation in cell lines and selected this optimized approach for future experiments.

### The effect of site-specific demethylation on *Il33* gene expression

The next step was to assess the utility of our demethylation strategy in exploring the causal links between DNA demethylation at a specific region and transcriptional changes. We predicted that demethylation in this context would not be sufficient to activate transcription because dCas9 remains bound to the TSS and obstructs binding of transcriptional machinery, which is in itself an established technique to inhibit gene expression^33^. Accordingly, despite robust demethylation, high-puromycin dCas9:gRNA3 cell lines expressed significantly less *Il33-002* transcript than even scrambled cells (Supplementary Fig. 3F), whereas the *Il33-001* isoform was not significantly impacted in the same cells (Supplementary Fig. 3B). In fact, in contrast to the typical negative correlation between expression and DNA methylation, *Il33-002* expression was positively correlated with CpG 9–11 methylation level across dCas9:gRNA3 clones (*r* = 0.74, *P* = 0.02) (Supplementary Fig. 3G). This unique relationship likely originates from the fact that increased dCas9 on-target binding not only obstructs Dnmt1 activity, but also concurrently blocks access to RNApolII complex, inhibiting transcription.

To study the transcriptional consequences of promoter demethylation, dCas9 would need to be removed following demethylation to expose the newly unmethylated DNA to the nuclear environment. We tested transient gRNA expression with the aim that following several rounds of cell division, having caused demethylation of target DNA, gRNAs will be diluted and will not block binding of RNApolII. However, transient transfection of guide RNA molecules in a stably expressed dCas9 background resulted in only 15% on-target demethylation (Supplementary Fig. 5), and we determined to forego optimization of this strategy in favor of one compatible with the optimized high-puromycin protocol we had established. We implemented the Cre-lox system (Fig. 5a) that would allow complete dCas9 removal by Cre-mediated recombination only after demethylation is maximized.

**Fig. 5:**
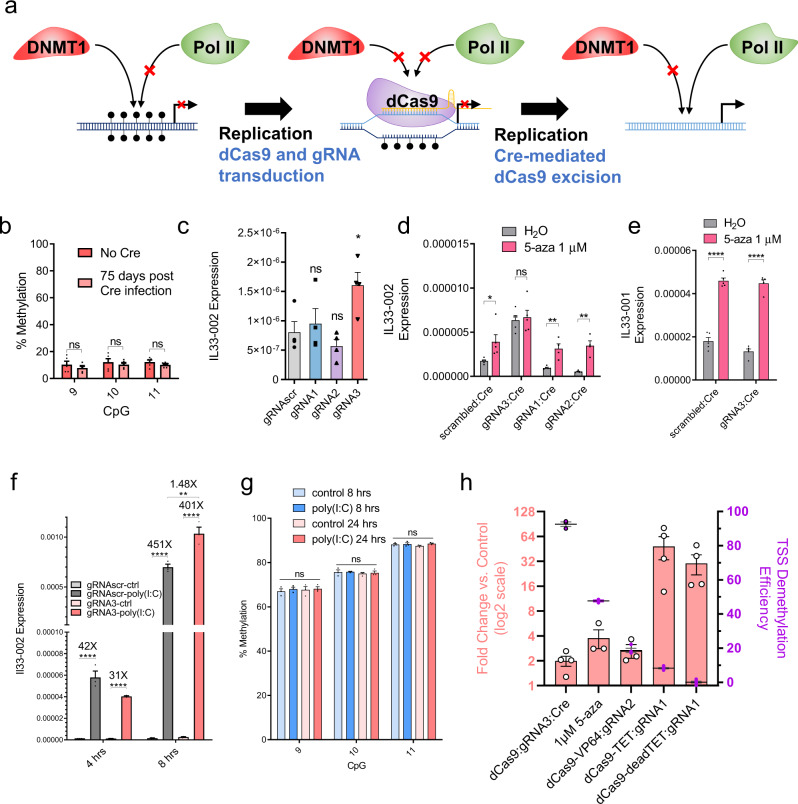
The effect of targeted promoter DNA demethylation on *Il33* expression. **a** Diagram illustrating the principle of site-specific demethylation with dCas9 removal in order to facilitate transcription factor binding to the newly demethylated region. First, DNA is endogenously methylated by Dnmt1 with every round of replication and RNA polymerase II (RNA-polII) is not recruited to the promoter. After the introduction of dCas9 and a promoter-targeting gRNA, Dnmt1 is physically occluded from the locus and nascent strands of DNA are unmethylated, facilitating passive demethylation of the bound region. However, RNA-polII is also physically occluded by dCas9. If dCas9 is successfully removed, the unmethylated DNA no longer serves as a substrate for Dnmt1 and continues to remain unmethylated and RNA-polII may now be recruited. **b** Methylation of CpGs 9, 10, and 11 (mean ± SEM) which had been previously demethylated by high-puromycin gRNA3:dCas9 in NIH-3T3 cells, after 75 days of passaging following the lentiviral transduction of Cre recombinase (pink) or empty-vector control (red) (*n* = 5 biologically independent samples). **c** *Il33-002* expression (mean ± SEM) in NIH-3T3 cell lines stably expressing gRNAscr (gray) or gRNA1 (blue), gRNA2 (purple), or gRNA3 (pink) under high-puromycin conditions in combination with dCas9, followed by dCas9 removal by Cre recombinase as assayed by RT-qPCR and normalized to *Actb* expression. Statistical comparisons are to gRNAscr condition (*n* = 4 biologically independent samples). **d**, **e** *Il33-002* expression (**d** *n* = 4–5 biologically independent samples) or *Il33-001* expression (**e** *n* = 5 biologically independent samples) in NIH-3T3 cells from (**c**) following treatment wither water control or 1 µM 5-aza-2′-deoxycytidine, measured by RT-qPCR and normalized to *Actb* expression (mean ± SEM). **f** *Il33-002* expression (mean ± SEM) measured by RT-qPCR and normalized to *Actb* expression, in dCas9:gRNAscr (gray) or dCas9:gRNA3 (pink) NIH-3T3 cells following Cre recombinase treatment and then treated with poly(I:C) (1 µg/mL) or water control for 4 or 8 h (*n* = 3 biologically independent experiments). **g** DNA methylation (mean ± SEM) assayed by bisulfite-pyrosequencing in NIH-3T3 cells expressing dCas9, gRNAscr, and Cre treated with 1 µg/mL poly(I:C) or water control for 8 and 24 h (*n* = 3 biologically independent experiments). **h** Summary of maximal *Il33-002* induction (mean ± SEM) (left *y*-axis, pink bars; data in log2 scale but axis numbering is not transformed) and maximal promoter demethylation (purple, right *y*-axis, calculated as percent unmethylated divided by control methylation) under different treatments presented thus far (*x*-axis: dCas9, 5-aza-2′-deoxycytidine, dCas9-VP64, dCas9-TET, and dCas9-deadTET). Where relevant, data for maximally inducing/demethylating gRNA is shown. *n* = 3–6 biologically independent cell cultures * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Source data are provided as a Source Data file.

We established high-puromycin selected NIH-3T3 cell lines expressing each lentiviral *Il33* gRNA and a lentiviral loxP-flanked dCas9 variant and validated successful demethylation (Supplementary Fig. 6A–C). One of the two base substitutions to render this dCas9 variant nuclease-dead (D10A, H840A) is different than the dCas9 used in previous experiments (D10A, N863A). We then used lentivirus-mediated gene transfer to introduce either Cre recombinase or an empty control vector and verified successful dCas9 removal by Cre at the DNA level by PCR, using primers that produced a 500 bp fragment upon recombination (Supplementary Fig. 6D, E) and at the protein level by chromatin immunoprecipitation followed by quantitative PCR (ChIP-qPCR). ChIP-qPCR demonstrated elevated dCas9 binding to the *Il33-002* promoter region only in cells stably expressing dCas9 and gRNA3 but not in dCas9:gRNAscr cells regardless of Cre treatment (Supplementary Fig. 6F); in dCas9:gRNA3 cells, Cre recombination eliminated dCas9 binding to the *Il33-002* promoter to background levels with no significant difference from dCas9:gRNAscr cells. Interestingly, low levels of methylation persisted for at least 75 days after removal of dCas9 by Cre recombinase (Fig. 5b), indicating a lack of de novo methylation of this locus in these cells and the ability of this approach to modify DNA methylation in a stable manner despite elimination of dCas9.

Having generated targeted demethylation without bound dCas9 to hinder RNApolII binding to the TSS, we were then able to interrogate whether demethylation of the proximal promoter causes changes in expression of the gene. Expression levels of *Il33-002* transcript were measured by RT-qPCR. We detected a small but significant (*P* = 0.0312) increase in *Il33-002* expression in NIH-3T3 cells treated with dCas9:gRNA3 and Cre recombinase as compared to dCas9:gRNAscr, but not in dCas9:gRNA1 or dCas9:gRNA2 cells (Fig. 5c). This is consistent with our in vitro/transient transfection luciferase assays findings (Fig. 2f); both approaches suggest that methylation of TSS CpGs 9, 10, and 11 silence the basal *Il33-002* promoter.

It is possible that the small magnitude of induction of expression by demethylation of the TSS region can be explained by the presence of other methylated regulatory regions, or other required *trans*-acting factors that need to be demethylated to facilitate larger changes in expression. We used 5-aza-2′-deoxycytidine, a global demethylation agent, to assess whether demethylation of other sites would further induce the expression of TSS-demethylated *Il33-002*. Our results show that gRNAscr-bearing, gRNA1-bearing, and gRNA2-bearing cells, which were still methylated at the TSS, were still induced by the drug, while gRNA3 treated cells that were demethylated at the TSS were no longer responsive (Fig. 5d), suggesting that no further demethylation is required beyond demethylation of TSS sites 9, 10, and 11 for the activity of the basal promoter. To further corroborate that the lack of further induction by 5-aza-2′-deoxycytidine in cells with demethylated CpG sites 9, 10, and 11 was not a consequence of some other resistance to demethylation of dCas9:gRNA3 cells, we demonstrate that, in these dCas9:gRNA3 cells, the induction of the *Il33-001* isoform, driven by an untargeted upstream promoter, continued to be responsive to 5-aza-2′-deoxycytidine (Fig. 5e).

We verified that lack of further induction of gRNA3 demethylated *Il33-002* by a demethylating agent was not a result of an upper threshold of expression or our detection method, because treatment of cells with 1 µg/mL polyinosinic:polycytidylic acid (poly(I:C)) activated expression of *Il33-002* several hundred-fold after 4 and 8 h (Fig. 5f). Equally surprising was the fact that that dCas9:gRNA3 induced a 1.48X higher level of *Il33-002* expression than dCas9:gRNAscr counterparts at 8 h (*P* = 0.0097). However, the overall induction within each treatment group (poly(I:C) vs. control) was lower in gRNA3 cells (401×) than in gRNAscr cells (451×), because control-treated gRNA3 cells already had a higher baseline *Il33-002* expression as demonstrated here (1.67×, *P* = 0.1354) and in Fig. 5c, d. Interestingly, this strong induction in response to poly(I:C) occurred in the complete absence of any detectable demethylation of the three TSS CpGs after 8 h (in gRNAscr cells), and even when incubation was extended to 24 h (Fig. 5g) nor of any other CpGs in the promoter (Supplementary Fig. 7A). These data suggest that DNA methylation suppresses basal activity of the *Il33-002* promoter but does not dramatically affect its inducibility, which can be independent of DNA methylation in the promoter region.

Histone deacetylase inhibition has been previously reported to act in combination with DNA demethylation to activate gene expression^48^. Activation of gene expression might require both demethylation and histone acetylation. We tested whether we can achieve a robust activation of the demethylated *Il33-002* with the histone deacetylase inhibitor trichostatin A (TSA, 50 nM). However, we only noticed a minor difference in the responses to treatment with TSA: in gRNAscr, gRNA1, and gRNA2 cells, TSA slightly reduced expression, and in gRNA3 cells, expression was not affected by TSA (Supplementary Fig. 7B). Thus, TSA inhibition of histone deacetylase activity does not add to the transcription activity of *Il33-002*. Finally, we determined whether demethylation poises *Il33-002* to activation by other inducers. Lipopolysaccharide (LPS) has previously been shown to induce *Il33*^49^. In a pattern nearly identical to poly(I:C), treatment of NIH-3T3 cells with 100 ng/mL LPS induced the overall expression levels of *Il33-002* in gRNA3 cells, where the TSS is demethylated, to a larger extent (2.03×, *P* < 0.01) than in cells where *Il33-002* TSS is methylated (gRNAscr); however the fold change within each condition relative to phosphate-buffered saline (PBS) control was similar (2.43× in gRNA3 and 2.74× in gRNAscr) as a consequence of 2.28× higher baseline *Il33-002* expression in gRNA3 cells treated with PBS than gRNAscr treated with PBS, consistent with our observations in Fig. 5 (Supplementary Fig. 7C). This suggests that LPS can activate both the unmethylated and methylated *Il33-002*, but the total output increases once the promoter is demethylated. Alternatively, since *Il33-002* is not 100% methylated in control cells and in some cells the promoter is unmethylated (~20%), LPS might have induced the unmethylated copies in the control cells explaining the lower total output in the control cells. However, the ratio of unmethylated Il33 promoter (20%) in the untreated cells relative to the demethylated cells (90%) (0.22) is lower than the ratio of expression in control and demethylated cells following LPS induction (0.5). The data are consistent with the hypothesis that at this locus methylation can silence basal promoter activity but not affect inducibility.

In summary, we show that near-complete demethylation of *Il33*-*002* TSS using an enzyme-free approach results in only a mild two-fold induction of basal gene expression, whereas other approaches that cause smaller degrees of demethylation can produce larger changes in gene expression, such as dCas9-TET:gRNA1, which produces only a 10% demethylation but a 50-fold gene induction (Fig. 5h).

### dCas9 off-target demethylation events and comparison to dCas9-TET

In order to determine the specificity of dCas9-targeted demethylation and compare it to that of the dCas9-TET method, we performed whole-genome bisulfite sequencing (WGBS) of control (untreated) NIH-3T3 cells, dCas9-TET:gRNA3 and dCas9-TET:gRNAscr NIH-3T3 cells (from Fig. 1), as well as dCas9:gRNA3 and dCas9:gRNAscr NIH-3T3 cells subsequently treated with lentiviral Cre recombinase (Cre rationale provided in the previous section) (*n* = 3). To understand the changes imposed by these treatments at a global level, we first performed an analysis of CpG methylation clustering of high-coverage (≥10×) CpGs genome-wide, from which it was apparent that cells modified with the dCas9 method clustered with untreated control cells, whereas dCas9-TET cells were (1) more divergent from control cells and (2) unable to be clustered within gRNAscr vs. gRNA3, reaffirming the global effects of TET despite locus-specific targeting by dCas9:gRNA (Fig. 6a). dCas9-TET cells with both gRNAs were also significantly less methylated genome-wide than untreated cells (*P* < 0.01) and dCas9 counterparts (*P* < 0.01 for gRNAscr, *P* < 0.01 for gRNA3) to such an extent that they failed to demonstrate the typical genomic hypermethylation in response to lentiviral integration^50,51^ that dCas9 cells demonstrated (Fig. 6b).

**Fig. 6:**
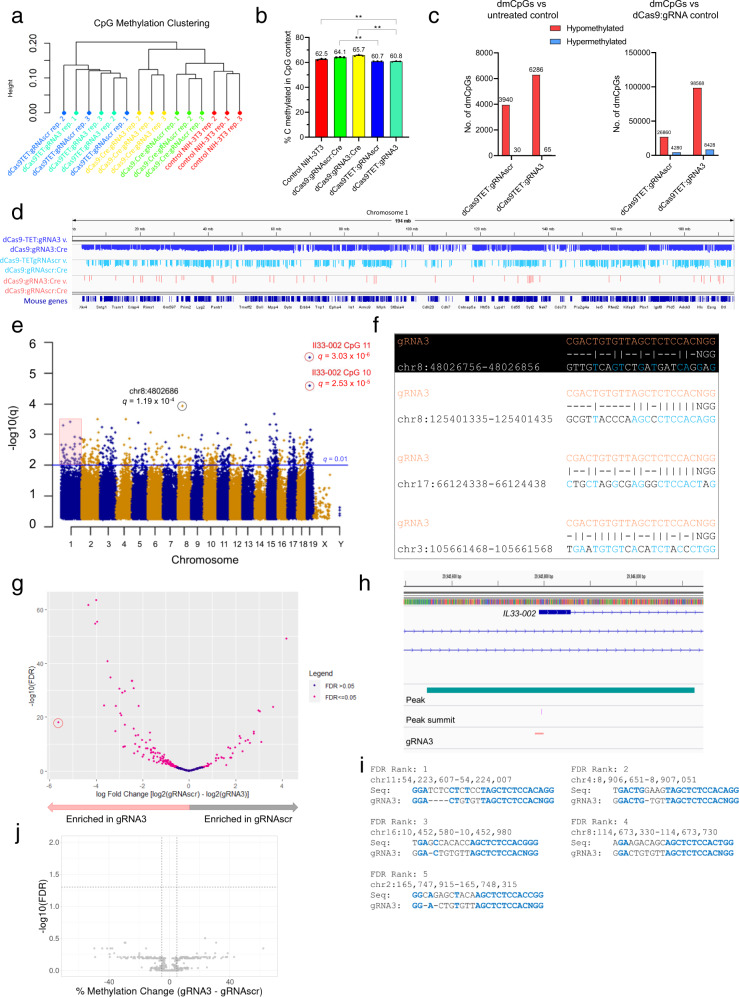
WGBS and ChIP-seq analyses of dCas9 and dCas9-TET approaches to targeted demethylation. **a** Clustering of NIH-3T3 samples with indicated lentiviral treatment and replicate number by CpG methylation, based on highly covered (≥10×) CpGs common to all samples with the cluster using Samples function in the methylKit package for R (ward.D2 method). **b** Fraction of total sequenced CpGs (mean ± SEM) that read as methylated (after bisulfite conversion) in each treatment type, aligned and calculated with Bismark default parameters (*n* = 3, biological replicates; **P < 0.01 with two-sided Student’s *t*-test). **c** Number of significantly differentially methylated CpGs (dmCpGs) (red = hypomethylated, blue = hypermethylated) determined by methylKit calculateDiffMeth function (≥5× coverage, *n* = 3, *q*-value (*p*-value adjusted for multiple testing by SLIM method) <0.01, 25% methylation difference) of dCas9TET:gRNAscr and dCas9TET:gRNA3 NIH-3T3 cell lines compared to untreated control NIH-3T3 cells (left) or compared to dCas9:gRNAscr:Cre or dCas9:gRNA3:Cre, respectively. **d** Genome browser view of mouse (mm10 genome) chromosome 1, with bedGraphs containing hypomethylated dmCpGs (and amount of hypomethylation in %) in dCas9-TET:gRNA3 (top, blue) and dCas9-TET:gRNAscr (middle, light blue) from (**c**, right, chromosome 1 only) and dCas9:gRNA3:Cre hypomethylated dmCpGs compared to dCas9:gRNAscr (bottom, pink), which are the same as pink inset in **e**. Range is 0 to −100. Gene structures are densely mapped and sparsely labeled at the bottom (dark blue). **e** Manhattan plot of all hypomethylated (>25% change in methylation) sites in dCas9:gRNA3:Cre cells compared to dCas9:gRNAscr:Cre. Significantly differentially methylated sites were considered under default methylKit conditions (*q* < 0.01, above horizontal blue line). CpGs circled in red and labeled with q-values represent two target *Il33-002* CpGs (10 and 11) and the CpG circled in black represents the third-highest (top non-target) dmCpG ranked by *q*-value. Pink box highlights significant dmCpGs in chromosome 1, which are displayed in **d**. **f** Best alignments to gRNA3 and PAM sequence of four 100 bp regions surrounding (±50 bp) four selected off-target dmCpGs (of 641 total) from **e**. Dashes indicate mismatches. Vertical lines indicate matching base pairs. Matched base pairs in off-target region are also shown in blue. For the purposes of this representation, the adenine in the NAG PAM in considered a mismatch to the more active guanine in the NGG PAM. Top alignment (in black) shows the region containing the top off-target dmCpG by *q*-value, chr8:4802686, circled in black in **e** (14/23 mismatches). Second from top alignment displays the 100 bp off-target region containing a sequence with the most similarity to gRNA3 of all 641 100 bp off-target regions, as calculated by position-weighted mismatch algorithm CCTop (ten mismatches). Third from top alignment displays off-target region ranked second for similarity to gRNA3 by CCTop (eight mismatches but one is closer to 3′/PAM end than above). Final alignment shows the off-target region with the lowest mismatches overall to gRNA3, regardless of position, which is 7. **g** Volcano plot of ChIP-seq significantly differentially enriched regions in gRNA3 and gRNAscr conditions (*n* = 3) for anti-FLAG ChIP-seq against FLAG-dCas9, using input as control. Log2 fold change (log2(gRNAscr) − log2(gRNA3)) is plotted on the *x*-axis and −log10(False Discovery Rate) is plotted on the *y*-axis. The locus corresponding to the *Il33-002* transcription start site is circled in red. **h** Genome browser view (mm10) of *Il33-002* (blue). Statistically significant peak (turquoise) (circled in red in **g**), peak summit (purple) and gRNA3 sequence (pink) are labeled. **i** Manually curated sequence alignments of top five DERs from ChIP-seq data to gRNA3 and PAM sequence. Identical sequence matches are marked in blue and bolded. Potential gaps are indicated with dashes. Chromosomal locations are given for the mm10 genome build. **j** Volcano plot depicting changes in methylation and associated statistical probabilities in dCas9:gRNA3 NIH-3T3 cells (from WGBS data) for CpGs that are within 150 differentially enriched off-target regions bound by dCas9:gRNA3 (*Il33-002* is excluded). Change in methylation (*x*-axis) is expressed as mean percent methylation in dCas9:gRNAscr subtracted from mean percent methylation in dCas9:gRNA3. Statistical probabilities are provided as the −log10 of the p-value derived by the independent *t*-test as corrected for multiple testing by the False Discovery Rate method. Five hundred and forty-nine CpGs were located in DERs after filtering for CpGs that were 5× covered in all six samples; however, 132 CpGs with exactly 0% methylation in all six samples and 13 CpGs with exactly 100% methylation in all six samples are not depicted as *P*-values cannot be mathematically calculated. Therefore, 404 CpGs are shown. Underlying WGBS data was presented above and reflects *n* = 3 independent stable cell lines. Source data are provided as a Source Data file.

For all significantly differentially hypomethylated CpGs (differentially methylated CpGs, dmCpGs), we defined the following thresholds: covered ≥5× in all replicates from treatments in question, *q*-value (SLIM-adjusted *p*-value) less than 0.01, and a difference in methylation ≥25%. When comparing all treatment conditions to untreated controls, there were 54 dmCpGs in dCas9:gRNAscr, 338 in dCas9:gRNA3, 3940 in dCas9-TET:gRNAscr, and 6286 in dCas9-TET:gRNA3. Due to differences in sample-level read depth (Supplementary Table 4), the direct comparison of the numbers of dmCpGs could suffer from coverage bias, therefore, the incidence of dmCpGs as a fraction of all CpGs assayed (≥5× covered in all six samples) under each comparison to untreated cells are as follows: dCas9:gRNAscr = 54/9,039,707 (0.0006%), dCas9:gRNA3 = 338/9,903,308 (0.0034%), dCas9-TET:gRNAscr = 3940/7,503,634 (0.0525%), dCas9-TET:gRNA3 = 6286/10,931,608 (0.0575%). Accordingly, after this normalization, dCas9-TET produces 16.9× (gRNA3) to 87.5× (gRNAscr) more demethylated CpGs. Furthermore, as dCas9:gRNA cells serve as better experimental controls (e.g., for lentiviral integration) than untreated controls, comparisons of dCas9-TET cells to dCas9 cells expressing the same gRNA are more appropriate and result in the following numbers of hypomethylated dmCpGs: dCas9-TET:gRNAscr = 26,860/8,216,634 (0.3269%), dCas9-TET:gRNA3 = 98,568/13,290,423 (0.7416%) (Fig. 6c right, D top and middle panel). These data emphasize the genomic hypomethylation burden of dCas9-TET, and establish that genomic hypomethylation of the dCas9 demethylation method to be far more limited.

Next, we defined off-targets of dCas9:gRNA3 by comparison to dCas9:scr under the same minimum coverage and statistical conditions described above (Fig. 6d, e bottom panel) and found a total of 643 dmCpGs (Supplementary Data 1). Interestingly, the top two dmCpGs in terms of statistical significance were the target *Il33-002* CpGs 10 (*q* = 2.53 × 10^−5^) and 11 (*q* = 3.03 × 10^−6^) (Fig. 6e, circled in red). Upon further inspection, the third target CpG, CpG 9, failed to be identified in this analysis because it was 4× covered in one sample (Supplementary Table 5) but was significantly demethylated in this dataset (87.45% vs. 8.15% *P* = 0.0011, *t*-test). The highest ranked off-target dmCpG was chr8:4802686 (Fig. 6e, circled in black), yet the highest scoring sequence match to the gRNA3 target within ±50 bp from this CpG (using CCTop^52^, an algorithm that identifies and ranks off-targets on both DNA strands by position and number of mismatches) had 13 mismatches to gRNA3 (Fig. 6f, black panel), including one in the most deleterious position, immediately adjacent to the PAM, and a non-standard NAG PAM, making it unlikely to be demethylated as a consequence of off-target dCas9 binding.

To see if any of the 641 off-target dmCpGs had any sequence similarity to gRNA3, we first compiled a comprehensive list of 100 bp regions surrounding all possible gRNA3 off-targets in the murine genome of up to four mismatches and one gap (4436 total), representing what is typically accepted to be the maximum number of tolerated mismatches by CRISPR/Cas9^52^ (generated by combining lists from four online tools CRISPR DESIGN (crispr.mit.edu; deprecated), OFF-Spotter^53^, CCTop^52^, and OFF-Finder^54^) and searched this list for the presence of the dCas9 off-target dmCpGs. None of the 4436 potential off-target sites overlapped with equal-sized 100 bp regions containing the significantly hypomethylated off-target CpGs. In an effort to find any similarity of dmCpGs to gRNA3, we again invoked CCTop to search the list of 100 bp regions surrounding the dmCpGs to identify the highest sequence similarity to gRNA3 and found the following top off-candidate regions (Fig. 6F): chr8:125401335–125401435 with ten mismatches but a complete 6-bp match to the 3′ (seed) region and 9 of 10 matches to the ten most 3′ nucleotides and chr17:66124338–66124438 with a similar 6 bp complete 3′ match, only eight mismatches, but an NAG pam instead of NGG PAM. The fewest possible mismatches to any sequence within the 100 bp dmCpG-containing regions was 7, but this scored lower as it included two mismatches 2 and 4 bp from the PAM, which is not compatible with dCas9 binding. The complete list of CCTop-generated mismatched (up to 18 mismatches) off-targets is available in Supplementary Data 2.

Given the facts that dCas9 is much less tolerant to mismatches in the seed region (5–12 bp nearest to the PAM), NAG PAMs display an estimated one-fifth to one-tenth of NGG PAM activity, and most importantly, that although there is more tolerance for mismatches in the 5′ region there seem to be no reports in the literature of activity with more than five mismatches anywhere in the sequence^55,56^, we hypothesized that none of the dmCpGs are genuine off-targets of gRNA3. To test this hypothesis, we performed chromatin immunoprecipitation sequencing (ChIP-seq) with an anti-FLAG antibody in cells expressing FLAG-tagged dCas9 and either gRNA3 or gRNAscr. 

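The cells were NIH-3T3, a line of mouse fibroblasts, and dCas9 is a Cas9 without nuclease activity that binds DNA where its guide directs it. An antibody against the FLAG tag recovers the DNA bound by dCas9, and the input is the same chromatin before immunoprecipitation. Each of the 2 guides had 3 anti-FLAG libraries and 3 input libraries. The authors aligned the reads to mm10 and called peaks with macs2 in each anti-FLAG library on its own, so that the library is the unit of replication. Each deposited peak has a position, a summit, a fold enrichment of the pileup over the local background, a −log10 p-value and a −log10 q-value, all of them the authors' values. The peak lists of the 6 anti-FLAG libraries were used, and the reads were not analysed here. The lists give no read totals. The fold enrichment and the p-value of a peak together fix the pileup and the local background at its summit, and from these the depth of each library was recovered. A whole-number pileup was found for 99.5% of the peaks of dCas9:gRNA3 replicate 1 and for 100% of the peaks of every other library. The recovered depth of the dCas9:gRNA3 anti-FLAG libraries was 24.7 M reads in replicate 1, 27.1 M in replicate 2 and 21.6 M in replicate 3, and that of their inputs was 8.80, 15.6 and 16.6 M reads. For dCas9:gRNAscr, the anti-FLAG libraries had 26.2, 28.8 and 22.2 M reads in replicates 1, 2 and 3 and the inputs 11.5, 11.0 and 8.89 M.
The number of peaks varied widely between the libraries of each guide. There were 197, 2052 and 6685 peaks in dCas9:gRNA3 replicates 1, 2 and 3, a mean of 2978 ± 3342 (SD, n = 3), and 293, 1163 and 88 peaks in dCas9:gRNAscr replicates 1, 2 and 3, a mean of 515 ± 571 (SD, n = 3). The difference in means of 2463 peaks was not larger than the spread between libraries (two-sided exact permutation test over 20 assignments, p = 0.3, where the smallest p that 3 libraries against 3 allow is 0.1). With 1 library left out at a time, it ranged from 610 peaks without dCas9:gRNA3 replicate 3 to 3854 without dCas9:gRNA3 replicate 1.

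**Figure D1:**
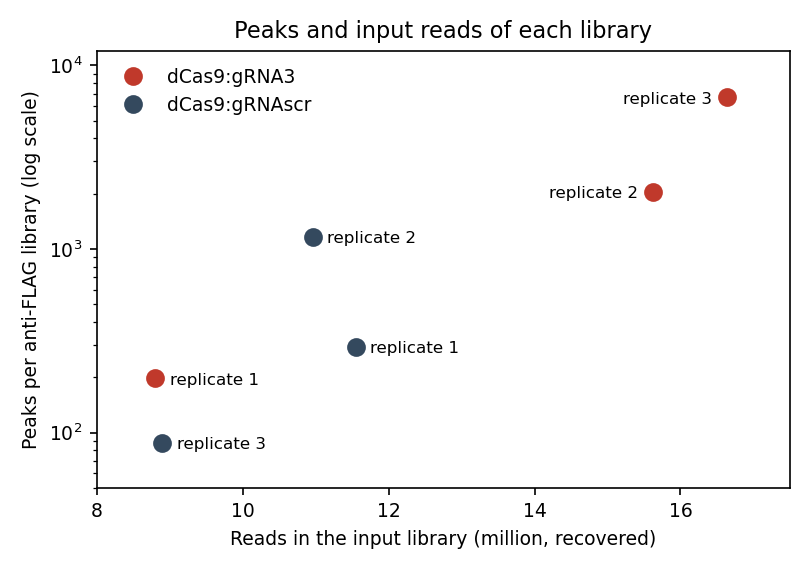
Peaks of each anti-FLAG library on a log axis against the recovered reads of its input library in M, 1 point per library, with dCas9:gRNA3 in red and dCas9:gRNAscr in dark blue. The libraries with the most peaks, dCas9:gRNA3 replicates 2 and 3, had the inputs with the most reads, 15.6 and 16.6 M.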

We found 151 significantly differentially enriched regions (DERs) of dCas9:gRNA3 (FDR < 0.05) and 44 DERs in dCas9:gRNAscr (Fig. 6g and Supplementary Data 3). 

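The DERs were set beside the peaks of each library. Merging the peaks of the 6 libraries that shared at least 1 bp and keeping the regions with a peak in at least 2 libraries gave 1976 regions. Of these, 1002 had a peak in at least 2 dCas9:gRNA3 libraries and in no dCas9:gRNAscr library, and 49 had a peak in at least 2 dCas9:gRNAscr libraries and in no dCas9:gRNA3 library. Peaks in replicates 2 and 3 alone made up 882 of the 1002 regions, and 96 had a peak in all 3 dCas9:gRNA3 libraries. The number specific to dCas9:gRNA3 fell to 98 without replicate 3 and to 118 without replicate 2. No single region can pass a threshold of 0.05 by presence of a peak, since 3 libraries against 3 give an exact p of at least 0.1.
Of the 151 gRNA3 DERs of the paper, 146 (96.7%, exact binomial 95% confidence interval 92.4 to 98.9%) had a peak in at least 2 dCas9:gRNA3 libraries and in no dCas9:gRNAscr library. The other 5 also had a peak in a dCas9:gRNAscr library. All 151 had a peak in dCas9:gRNA3 replicate 3, 141 in replicate 2 and 75 in replicate 1. Without replicate 3, the number with this support was 61. Of the 44 gRNAscr DERs of the paper, 31 (70.5%, interval 54.8 to 83.2%) had a peak in at least 2 dCas9:gRNAscr libraries and in no dCas9:gRNA3 library, and 13 also had a peak in a dCas9:gRNA3 library. Without dCas9:gRNAscr replicate 1 or replicate 2, 13 gRNAscr DERs had this support. The intervals cover counting error only. These shares are not independent support, since DiffBind by default tests regions with a peak in at least 2 libraries. Among all 1976 regions, 1002 met the same rule for dCas9:gRNA3 and 49 for dCas9:gRNAscr. The first gRNAscr DER by FDR lies on chromosome 13 of mm10 from 104588385 to 104588785, between genes and 42355 bp from Cwc27. It held the peak with the highest fold enrichment in each dCas9:gRNAscr library, 34.2 in replicate 1, 33.6 in replicate 2 and 24.3 in replicate 3, and no peak in any dCas9:gRNA3 library.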

The most enriched locus (by fold change) was the targeted *Il33* promoter and the summit of the peak (highest fragment pileup and predicted binding spot) was within the gRNA3 target sequence (Fig. 6h). 

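The gRNA3 target lies on chromosome 19 of mm10 from 29945780 to 29945799 on the plus strand, with the sequence CGACTGTGTTAGCTCTCCAC and the PAM CGG. It overlaps the first exon of Il33-002, which starts at 29945790 and ends at 29945858 within the 5′ UTR of Il33 (ENSMUSG00000024810.16). Counting positions from 1 at the 5′ end, the guide drawn in Fig. 6i differs from the genome by G1C. The mm10 sequence from 29945720 to 29945862 is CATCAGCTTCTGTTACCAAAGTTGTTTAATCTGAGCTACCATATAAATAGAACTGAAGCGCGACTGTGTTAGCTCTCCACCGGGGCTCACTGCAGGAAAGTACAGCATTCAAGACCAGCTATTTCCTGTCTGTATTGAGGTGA.
A peak overlapped the target in 3 of 3 dCas9:gRNA3 libraries and in 0 of 3 dCas9:gRNAscr libraries (two-sided Fisher's exact test, p = 0.1, the smallest this design allows). Its fold enrichment was 54.0 in replicate 1, 31.7 in replicate 2 and 80.3 in replicate 3. The recovered pileups, in anti-FLAG reads before scaling to the input, were 294, 147 and 294. By fold enrichment the peak ranked 1 of 197 in replicate 1, 3 of 2052 in replicate 2 and 1 of 6685 in replicate 3. The peaks above it in replicate 2 lay on chromosome 4 from 8906632 to 8907072, with a fold enrichment of 50.2, and on chromosome 8 from 114673148 to 114673746, with 45.6. Ranked by −log10 q-value, the target peak was 4 in replicate 2. In the paper's Supplementary Data 3, where fold is between the guides, the DER from 29945629 to 29946029 has the paper's log2 fold of 5.62, which ranks 1 among the gRNA3 DERs by fold and 18 by FDR. The summit was at 29945799 in replicate 1 and at 29945798 in replicate 2, both inside the 20 bases of the target. In replicate 3 it was at 29945811, 12 bp past the target and 9 bp past the PAM.

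**Figure D2:**
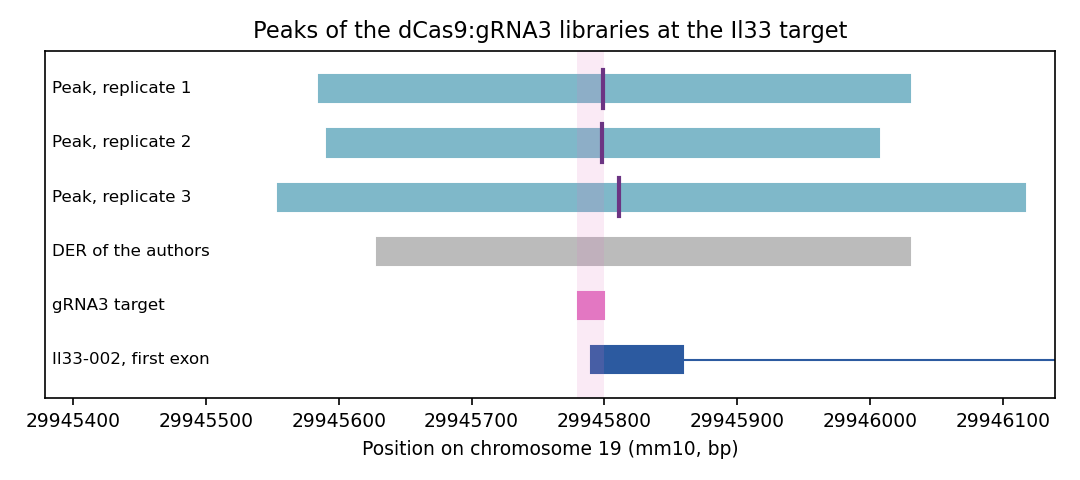
Map of the Il33 target on chromosome 19 (mm10, position in bp), with the peaks of the 3 dCas9:gRNA3 libraries in turquoise and their summits as purple lines, the DER in grey, the gRNA3 target in pink and the first exon of Il33-002 in blue. The summits of replicates 1 and 2 sit inside the target and that of replicate 3 lies 12 bp to its right.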

Other DERs included six of the 4436 off-target sites predicted above. 

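The mm10 sequence was searched for sites with up to 4 mismatches to the 20 bases of gRNA3 as drawn in Fig. 6i, followed by NGG and without gaps. Fig. 6f draws the first base of gRNA3 as in the genome, and the counts of mismatches depend on it. There were 115 such sites including the target itself, of which 1 had 1 mismatch, 1 had 2, 8 had 3 and 105 had 4. A gRNA3 DER held 2 of the 115, the target and 1 other site, and no gRNAscr DER held any. The other site, named after its values were seen, lies on the minus strand of chromosome 12 from 52702774 to 52702796 with its PAM, in an intron of Akap6 (ENSMUSG00000061603.8). Its sequence is TGACTGTATTGGCTCTCCACAGG, which differs from the guide by G1T, G8A and A11G, counted from 1 at the 5′ end of the guide. Its DER was 14 by FDR among the gRNA3 DERs, with the paper's log2 fold of 3.14. A peak covered the site in each dCas9:gRNA3 library, with a fold enrichment of 16.9, 18.5 and 28.6 and a rank of 7, 8 and 6 in replicates 1, 2 and 3, and in no dCas9:gRNAscr library. With up to 5 mismatches, the genome held 1072 sites and the gRNA3 DERs 5 of them, again including the target. With the first base of Fig. 6f, a choice added after the data were seen, the genome held 54 sites with up to 4 mismatches and the gRNA3 DERs 3 of them, the target among them.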

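The first 5 gRNA3 DERs by FDR were searched on both strands for the longest run of bases at the PAM-proximal end of gRNA3 that is followed by NGG. All 5 had a peak in each of the 3 dCas9:gRNA3 libraries and in no dCas9:gRNAscr library. The first lies between genes on chromosome 11 of mm10 from 54223607 to 54224007. It has a match of 11 bases in the site CTCCTCTCCTAGCTCTCCACAGG on the minus strand (54223807 to 54223829, PAM included), which has 6 mismatches to the 20 bases of the guide, and its fold enrichment was 15.0, 15.8 and 17.0 in replicates 1, 2 and 3. The second, between genes on chromosome 4 from 8906651 to 8907051, has a match of 11 bases in GACTGGAAGTAGCTCTCCACAGG on the plus strand (8906826 to 8906848), with 7 mismatches and a fold enrichment of 40.0, 50.2 and 63.1. The third, between genes on chromosome 16 from 10452580 to 10452980, has 10 bases in GAGCCACACCAGCTCTCCACGGG on the plus strand (10452760 to 10452782), with 8 mismatches and a fold enrichment of 14.0, 15.5 and 14.1. The fourth, in an intron of Wwox on chromosome 8 from 114673330 to 114673730, has 10 bases in AGAAGACAGCAGCTCTCCACTGG on the minus strand (114673533 to 114673555), with 8 mismatches and a fold enrichment of 46.1, 45.6 and 61.2. The fifth, in an intron of Eya2 on chromosome 2 from 165747915 to 165748315, has 10 bases in CAGAGCTACAAGCTCTCCACCGG on the plus strand (165748092 to 165748114), with 9 mismatches and a fold enrichment of 9.39, 11.2 and 9.59.
Over all gRNA3 DERs, 27 of 151 (17.9%, exact binomial 95% confidence interval 12.1 to 24.9%) held the 10 PAM-proximal bases of gRNA3 followed by NGG. None of the 44 gRNAscr DERs held them (interval up to 8.04%; two-sided Fisher's exact test, p = 0.000856), nor did any of 302 windows of the same width 2000 bp to each side of the gRNA3 DERs (p = 2.44e-14). With a seed of 12 bases the count was 2 of 151, and the difference from the gRNAscr DERs was then not past the threshold (Fisher's exact test, p = 1). Within 50 bp of the summit, the 10 bases and NGG stood in 9.84% of the 193 peaks on assembled chromosomes in dCas9:gRNA3 replicate 1, 1.57% of 2041 in replicate 2 and 0.585% of 6667 in replicate 3. They stood in none of the 290, 1160 and 84 peaks of dCas9:gRNAscr replicates 1, 2 and 3.

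**Figure D3:**
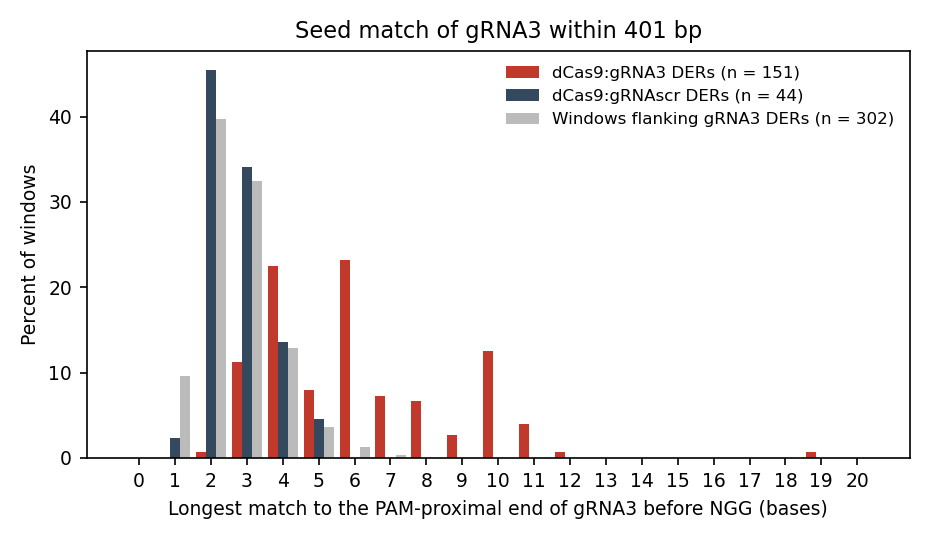
Percent of 401 bp windows by the length in bases of their longest match to the PAM-proximal end of gRNA3 before NGG, for the gRNA3 DERs (red), the gRNAscr DERs (dark blue) and the windows flanking the gRNA3 DERs (grey). Matches of 10 bases or more are in 27 of the 151 gRNA3 DERs and in neither of the other sets, and the match of 19 bases is the Il33 target.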

Manual analysis of the top five gRNA3 DERs (sorted by FDR) revealed considerable sequence similarity to gRNA3, with 100% alignment of a 10–11 bp seed region and PAM (Fig. 6i). Importantly, none of the 150 (excluding the *Il33-002* DER) gRNA3 DERs overlapped with the 641 DMGs from the WGBS data: the only region demethylated and bound by dCas9 was *Il33-002*, reinforcing the high specificity of this approach. Moreover, restricting differential methylation analysis to only the 549 CpGs (with a minimum coverage of 5× in all six samples) located within the 150 off-target DERs bound by dCas9:gRNA3 revealed no statistically significant differentially methylated sites, and no otherwise apparent trend that favors nonsignificant hypomethylation over hypermethylation (Fig. 6j).

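The hypomethylated CpGs come from WGBS of cells that had received Cre, and the DERs from cells that had received the empty vector in its place. Supplementary Data 1 lists 643 positions in the copy used here, of which 182 are rounded. For 78 of the rounded positions Supplementary Data 4 gives the exact place, so that 539 positions were used and 104 were not. Of the 539, 3 lay in a gRNA3 DER, all in the Il33 DER. They are 29945780, 29945800 and 29945801 on chromosome 19, with the paper's methylation differences of -84.6, -88.1 and -69.8 percentage points, and the last 2 are the C and the G of the same CpG. No position lay in a gRNAscr DER. Peaks outside the DERs were compared in the same way. The 3 Il33 positions were the only ones in a peak of dCas9:gRNA3 replicate 1, while replicate 2 had 1 more and replicate 3 had 4 more, and no position lay in a peak of any dCas9:gRNAscr library. With the rounded positions of Supplementary Data 1 left out entirely, the overlap with the DERs was still 3. The CpG at 48026806 on chromosome 8, the first listed outside Il33, is given as in Supplementary Data 1, while the text of the paper and Fig. 6e print it with a digit fewer. It had no peak in any library, and the nearest peak was 9940 bp away. None of the 4 regions drawn in Fig. 6f overlapped a peak in any library. From the absence of hypomethylated CpGs in the DERs other than that of Il33-002, the paper concludes that the target was the only region both bound and demethylated, and that the approach is highly specific. The paper also tested the sufficiently covered CpGs within the other gRNA3 DERs and found no significant difference.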

These data suggest that the dmCpGs may originate from an activity that is not the off-target binding of dCas9:gRNA, such as differential epigenetic drift during cell passaging^57^, global epigenetic change as a response to lentiviral integration^50,51^, technical variability in WGBS, or by insertional mutagenesis and lentiviral integration into gene-regulatory elements that could also lead to modified expression of epigenetic editing enzymes^58^. To address some of these potential factors, we analyzed split sequencing reads from our WGBS data (see “Methods” section and Supplementary Software 1) to identify 2792 possible lentiviral insertion points across all six replicates and found that of 641 off-target dmCpGs, 13 are within ±5 kb from viral insertion sites (*P* = 0.0322, hypergeometric) and 97 are within ±50 kb (*P* = 0.00729, hypergeometric). Additionally, as it is known that lentivirus integration predominantly results in genomic hypermethylation^50,51^, we wondered if dCas9 off-target dmCpGs were identified as hypomethylated in dCas9:gRNA3:Cre because these sites were aberrantly hypermethylated in dCas9:gRNAscr:Cre, rather than by direct demethylation in dCas:gRNA3:Cre cells. Indeed, three dmCpGs, including the top hypomethylated by *q*-value—chr8:4802686 (Fig. 6e, circled in black)—were significantly hypermethylated dmCpGs in dCas9:gRNAscr:Cre as compared to untreated control cells. As a lack of statistical significance in these sites compared to untreated does not discount a lack of statistical significance compared to dCas9:gRNA3:Cre (for example, these sites can show less variability in dCas9:gRNA3:Cre than untreated), we were prompted to see what fraction of the 641 off-target dmCpGs were generally hypermethylated in dCas9:gRNAscr:Cre as compared to untreated control cells. Of the 641 dmCpGs, 424 were sufficiently covered (≥5×) in all six dCas9:gRNAscr:Cre and untreated samples. Of these 424 sites, 379 (89%) were generally hypermethylated. 246 of these (65%) were nominally significant (*P* < 0.05, one-sided *t*-test) and 179 were still significant after correction for multiple testing (false discovery rate) (Supplementary Data 4).

We also used targeted-bisulfite pyrosequencing to assess whether dCas9:gRNA3 caused demethylation of the top five predicted candidate off-target CpGs for gRNA3 and found that there was no observable change in methylation of any of the top-predicted off-targets (Supplementary Fig. 3C and Supplementary Table 6).

Interestingly, under the same analysis conditions, there were no significantly differentially methylated CpGs between dCas9-TET:gRNA3 and dCas9-TET:gRNAscr, further emphasizing the non-specific activity of the TET domain even when it is targeted by the CRISPR system. To provide further evidence that the dCas9-TET hypomethylated dmCpGs (Fig. 6c, right) might originate as a consequence of TET-directed (rather than dCas9-directed) interaction with DNA of the dCas9-TET fusion protein, we analyzed whether these dmCpGs are enriched in established sites of TET action: enhancers^59–64^. In dCas9TET:gRNA3 cells, 815 of 106,966 dmCpGs (0.76%) could be found in mouse enhancers (FANTOM5 project^65^, mouse_permissive_enhancers_phase_1_and_2.bed.gz) compared to 89,922 of all 13,290,423 ≥ 5× covered CpGs (0.68%) (*P* = 2.93 × 10^−5^, hypergeometric). There was also a significant enrichment of dmCpGs in enhancers in dCas9TET:gRNAscr cells, where 244 of 26,860 of dmCpGs were in enhancers while 56,417 of all 8,216,634 ≥ 5× covered CpGs (0.91% vs. 0.69%) were in enhancers (*P* = 3.03 × 10^−6^, hypergeometric). Importantly, an even greater fraction (46 of 4174 or 1.1%) of shared dmCpGs between dCas9TET:gRNA3 and dCas9TET:gRNAscr were found in enhancers. Of all regions containing predicted gRNA3 off-targets of up to four mismatches and one gap (100 bp around cut site), 21 and five were within 100 bp of dmCpGs in dCas9-TET:gRNA3 and dCas9-TET:gRNAscr, respectively. 45 and 24 of these gRNA3 and gRNAscr dmCpGs, respectively, were bound by dCas9 in the ChIP-seq data.

### dCas9-based demethylation analysis of the role of TSS methylation in *SERPINB5*, *Tnf*, and *FMR1* genes

Our previous results show that methylation of *Il33-002* TSS silences basal promoter activity but that demethylation does not result in robust activation of the gene. Induction of this gene could occur independently of methylation of the promoter. We therefore examined whether TSS (de)methylation might play similar or different roles in other genes.

We next examined the *SERPINB5* gene, which encodes the tumor suppressor maspin and is methylated and transcriptionally silenced in human MDA-MB-231 breast cancer cells. Reactivation of this gene has been reported to increase cell adhesion and therefore decrease growth, invasion, and angiogenesis^66–70^. Several studies have reported that DNA methylation of the *SERPINB5* promoter negatively correlated with gene expression in human cancer and that 5-aza-2′-deoxycytidine treatment is sufficient to restore *SERPINB5* expression^71–75^.

We designed a single gRNA targeting six CpGs (three within the gRNA binding site and three within 11 bp of the 3′ end of the gRNA, as predicted to be completely affected by our in vitro footprint assays in Fig. 3) in the core *SERPINB5* promoter and specifically in the transcription-regulatory GC-box (Fig. 7a). In this case, increasing puromycin had a mild effect in increasing the frequency of unmethylated promoters and even the highest puromycin concentrations (40 µg/mL) resulted in demethylation of only 20% (Supplementary Fig. 8). We reasoned that perhaps there is a strong selection against cells expressing *SERPINB5*—which is a known tumor suppressor—resulting in overgrowth of cells bearing highly methylated *SERPINB5*. Therefore, we turned to the previously described clonal isolation strategy. We picked approximately 20 clones from each of the two treatments (gRNAscr and gRNASERPINB5) and evaluated methylation by pyrosequencing, which revealed a significant demethylation in gRNASERPINB5 MDA-MB-231 clones on average comparted to gRNAscr clones (Fig. 7b). We found that numerous clones were completely demethylated (Fig. 7c) and we selected five gRNASERPINB5 clones with methylation levels below 5% at all six CpGs as well as five representative gRNAscr clones for dCas9 removal by Cre-mediated recombination and subsequent analyses. Methylation levels of gRNAscr clones and gRNASERPINB5 clones (*n* = 3) remained constant for at least 45 additional days of passaging after dCas9 removal, though there appeared to be a small non-significant trend of increasing methylation in demethylated gRNASERPINB5 clones (Supplementary Fig. 8b, c). Surprisingly, despite the large change in methylation, *SERPINB5* expression after Cre-mediated dCas9 removal remained unchanged between the two sets of clones, though there was a small insignificant (*P* = 0.105) increase in the variance of expression levels in the demethylated clones (Fig. 7d). The difference in *SERPINB5* expression was increased when these cells were further subcloned in order to reduce the potential of selection against cells with activated *SERPINB5* expression (Fig. 7E), but not to a statistically significant degree (*P* = 0.0767), suggesting that demethylation of the *SERPINB5* promoter is insufficient to activate the gene. Since 5-aza-2′-deoxycytidine was shown to induce the gene, we tested whether induction of the gene requires additional demethylation beyond the gene TSS by analyzing whether 5-aza-2′-deoxycytidine would induce the methylated and unmethylated *SERPINB5* promoter to the same extent. In contrast to *Il33-002*, which was not further induced by 5-aza-2′-deoxycytidine after TSS demethylation, expression of *SERPINB5* with a demethylated TSS region was significantly increased by 5-aza-2′-deoxycytidine treatment as compared to gRNAscr cells treated with 5-aza-2′-deoxycytidine (Fig. 7f) (*P* = 0.0184) (4.85× in gRNASERPINB5 vs. 2.59× in gRNAscr). This is consistent with the conclusion that demethylation of the promoter is insufficient for its expression and demethylation of other regions, such as the depicted enhancer regions (Fig. 7a), is required for induction of *SERPINB5*; however, basal promoter demethylation contributes to the overall expression level following demethylation of other regions.

**Fig. 7:**
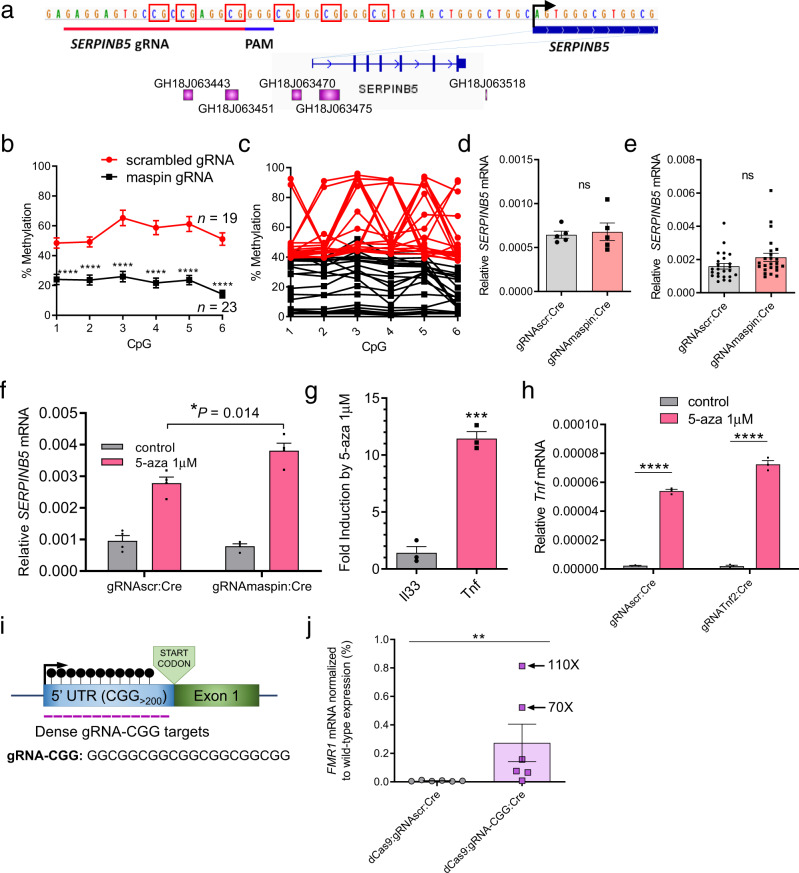
The effect of dCas9-based demethylation of TSS on expression of *SerpinB5*, *Tnf*, and *FMR1* genes. **a** (Top) Schematic of the human *SERPINB5* promoter region, including the start site of transcription (marked by black arrow) and the binding site and PAM of the *SERPINB5* gRNA. CpG sequences are boxed in red. (Bottom) *SERPINB5* gene with purple boxes indicating enhancer positions relative to gene body: enhancer IDs correspond to the GeneHancer database. **b** DNA methylation level of each CpG averaged over *n* = 19 gRNAscr (red) and *n* = 23 gRNASERPINB5 (black) independent MDA-MB-231 clones isolated from three independent treatments of cell cultures as assessed by pyrosequencing (mean ± SEM). **c** Same data as (**b**) except now shown as the calculated methylation fraction for each of the 19 gRNAscr (red) and 23 gRNASERPINB5 (black) clones, rather than the average of all clones. **d** *SERPINB5* expression levels measured by RT-qPCR and normalized to *GAPDH* expression levels for five gRNAscr and five lowly-methylated gRNASERPINB5 clones (mean ± SEM, *n* = 5 biologically independent clones). **e** *SERPINB5* expression levels (mean ± SEM) measured by RT-qPCR and normalized to *GAPDH* expression levels for 48 (*n* = 24 for each treatment) MDA-MB-231 clones subcloned from the clones in (**d**). **f** *SERPINB5* expression levels (mean ± SEM) measured by RT-qPCR and normalized to *GAPDH* expression levels for clones from (**d**) following treatment with 1 µM 5-aza-2′-deoxycytidine or water control (*n* = 5 biologically independent experiments). **g** Expression fold change of murine *Il33-002* (gray) and *Tnf* (pink), normalized to *Actb* and water control (mean ± SEM), following treatment of control NIH-3T3 cells with 1 µM 5-aza-2′-deoxycytidine (*n* = 3 biologically independent experiments). **h** *Tnf* expression (mean ± SEM) in NIH-3T3 cell lines in control (water); gray bars) or 1 µM 5-aza-2′-deoxycytidine (pink bars) stably expressing either gRNAscr or gRNATnf2 under high-puromycin conditions in combination with dCas9, followed by dCas9 removal by Cre recombinase, as assayed by RT-qPCR and normalized to *Actb* expression (*n* = 3 biologically independent experiments). **i** Schematic of the human *FMR1* repeat region showing the 5′ untranslated region (UTR) that is prone to CGG repeat expansion and methylation in Fragile X syndrome. Sequence of the gRNA targeting this region is shown (gRNA-CGG) and the extent of the available binding sites for this gRNA is represented by purple lines which indicate binding sites: the 13 presented here represent less than 15% of the available binding site in the Fragile X syndrome patient primary fibroblasts used in this study, which have approximately 700 CGG repeats. **j** *FMR1* expression quantified by RT-qPCR and normalized to *GAPDH* expression levels in Fragile X syndrome patient primary fibroblasts that had stably expressed dCas9 (later removed with Cre) and either gRNAscr (gray) or gRNA-CGG (purple) under high-puromycin selection (*n* = 6 biologically independent experiments, mean ± SEM). Data is represented as a percent of the expression of *FMR1* in wild-type age-matched primary fibroblasts (Mann–Whitney test, two-sided). * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Exceptionally, for (**j**) Mann–Whitney test was used due to unequal variance. Source data are provided as a Source Data file.

We then questioned whether larger changes in expression could follow demethylation of proximal promoters in other genes. To identify genes that may potentially display such changes, we selected 17 candidate genes in NIH-3T3 cells with large expression fold changes in response to 5-aza-2′-deoxycytidine in a publicly available microarray dataset (GEO GSE8374) and analyzed their expression changes by RT-qPCR following 1 µM 5-aza-2′-deoxycytidine treatment (Supplementary Table 7). We selected the *Tnf* gene which was heavily methylated at the proximal promoter region and the expression of which was increased by more than ten-fold by 5-aza-2′-deoxycytidine treatment (Fig. 7h). We tested six gRNAs under high-puromycin selection (20 µg/mL) conditions and identified a gRNA that demethylated all ten CpGs in approximately 200 bp upstream of the *Tnf* TSS (Supplementary Fig. 9A–C). We chose this gRNA (gRNATnf2) for Cre recombinase removal of dCas9. Surprisingly, complete *Tnf* promoter demethylation did not result in a significant difference in *Tnf* expression compared to gRNAscr (Fig. 7h) nor could we observe any difference in expression in subclones from these cell pools (Supplementary Fig. 8D). However, when these cells were treated with 5-aza-2′-deoxycytidine, the demethylated gRNATnf2 cells were induced to a larger extent than the methylated gRNAscr pools (36-fold vs. 24-fold) (*P* = 0.0008) (Fig. 7h). Therefore, we conclude that, similar to demethylation of *SERPINB5* TSS, demethylation of *Tnf* basal promoter contributes to expression but is insufficient to induce expression and that expression necessitates demethylation of a different region either in *cis*, such as the two murine proximal *Tnf* enhancers (Fig. S9A)^76^, or in *trans* through activation of putative transcription factors.

Our final demethylation target was the *FMR1* gene which, in patients with Fragile X syndrome, undergoes a CGG repeat expansion (>200 repeats) in its 5′ UTR that becomes aberrantly hypermethylated and results in silencing of *FMR1* transcription^77^. This region has repeatedly been shown to be reactivated by 5-aza-2′-deoxycytidine^78–81^ and we validated it herein (Supplementary Fig. 10A). The CGG repeat expansion is a unique target for a guide RNA with the sequence GGCGGCGGCGGCGGCGGCGG and PAM motif CGG since it should bind sequentially to the entire large repeat region and—under sufficient expression levels—shield the entire region from methyltransferase activity (Fig. 7i). We obtained publicly available primary fibroblasts from a patient with Fragile X syndrome with approximately 700 CGG repeats exhibiting high methylation, as determined previously^82^, and a lentiviral vector bearing the CGG-targeting gRNA sequence (gRNA-CGG)^83^. After application of our optimized dCas9-demethylation protocol using gRNA-CGG or gRNAscr (20 µg/mL puromycin) we observed a reduction in the methylated CGG repeat fraction in the gRNA-CGG condition (Supplementary Fig. 10B–D) and significant upregulation of *FMR1* gene expression (*P* = 0.0087) (Fig. 7j), characterized by an increase from a mean 0.7% of wild-type (control primary fibroblast) expression in gRNAscr cells to a mean of 27% in gRNA-CGG cells and as much as a 110-fold induction in one cell line corresponding to 81% of wild-type *FMR1* levels. The magnitudes of induction of *FMR1* gene expression are vastly larger than the induction following TSS demethylation observed in *Il33-002* and are suggestive of the fact that, in this case, DNA methylation of the repeat region has a large effect on gene expression.

In summary, we demonstrate that the dCas9 demethylation method can be effectively applied in several different cell types: a murine fibroblast cell line, a human breast cancer cell line, and primary patient fibroblasts and across different genetic contexts. This method could be used to assess the relative contribution of DNA methylation in specific sites to modulation of gene expression and to delineate positions whose demethylation would have the largest effect on expression. Since our method physically targets DNA methylation without confounding enzymatic activities it provides an unconfounded and at times surprising assessment of the role of DNA methylation.

### CRISPR/Cas9-induced demethylation confounds mutational studies with Cas9

The catalytically active CRISPR/Cas9 system has become the gold standard technique for generating gene knockouts in functional studies. A common technical consideration in these approaches is to target 5′ constitutive exons such that frameshift mutations are more likely to take effect early and render the translated protein nonfunctional^84^. This inevitably results in the positioning of the Cas9:gRNA ribonucleoprotein complex near the TSS and proximal promoter of the targeted gene. Based on the results describe here, we hypothesized that the residence time of DNMT-interfering Cas9, in addition to the drastic epigenetic changes that occur during post-mutagenesis repair^85^, may, in certain cell subpopulations, result in DNA demethylation and gene induction that would confound the interpretation of the results.

We had in a previous study used Cas9 and an *HNF4A*-targeting gRNA from the commonly used GECKO gRNA library^84^ to generate *HNF4A* gene knockouts in primary human hepatocytes^86^. The gRNA target site is located in the first exon of several *HNF4A* isoforms, the *HNF4A* TSS is only 2 bp from the 3′ end of the PAM, and there are three CpGs directly within the site, with additional CpGs in close proximity (Fig. 8a). We analyzed one mixed *HNF4A* CRISPR:Cas9 targeted cell population and mapped by Sanger sequencing different *HNF4A* alleles, which were primarily bearing a T → C missense mutation as well as in-frame and out-of-frame deletions (Fig. 8a–c), indicating that a considerable fraction of cells in this population were likely to produce a protein that retained some degree of functionality. To our surprise, we found that this highly methylated region was completely demethylated in this cell population, irrespective of the mutation induced by Cas9 (Fig. 8d). This demethylation was both substantial and broad, covering not just a 311 bp fragment with 15 CpGs highly methylated in gRNAscr cells to over 90% on average, but also continued to a slightly smaller degree into originally less methylated regions immediately upstream (230 bp with five CpGs) and downstream (269 bp with seven CpGs) (Fig. 8e). We also found that this demethylated gHNF4A population expressed approximately 15-fold more *HNF4A* mRNA than gRNAscr controls (Fig. 8f). Thus, standard CRISPR/Cas9 gene depletion studies might be confounded by the effects of extensive demethylation.

**Fig. 8:**
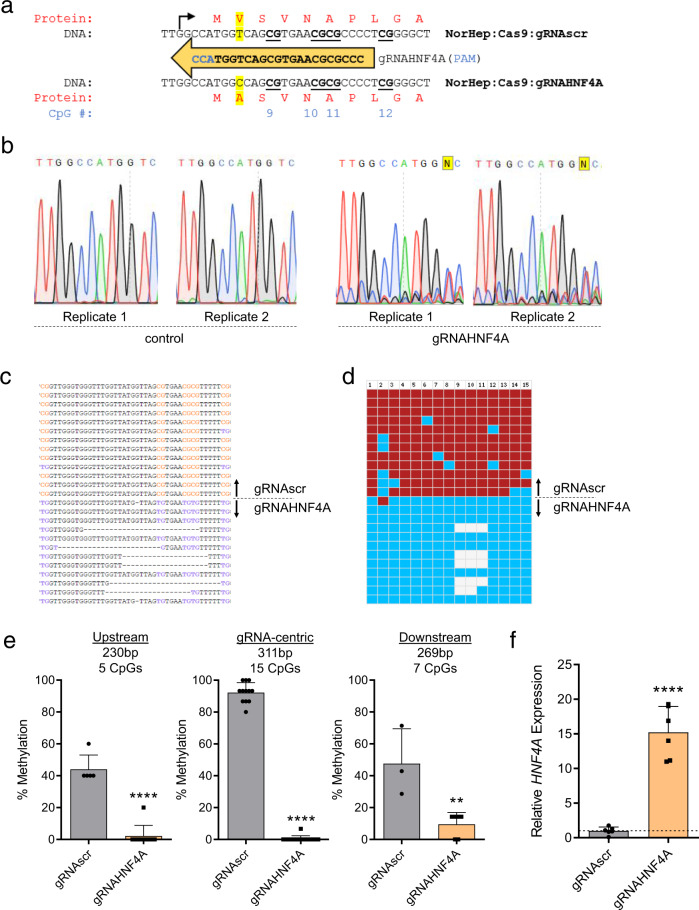
Demethylation is a confound of Cas9 knockout gene deletion. **a** The sequence of the lentiviral gRNAHNF4A and its PAM site in blue. Above is the reference sequence of the *HNF4A* gene near the gRNA target site, as validated by Sanger sequencing in primary human hepatocytes expressing via lentivirus Cas9 and gRNAscr, with the TSS indicated by a black arrow and the reference protein sequence in red. CGs are bolded and underlined. Below is the dominant Sanger sequence profile of a primary human hepatocyte population expressing lentiviral Cas9 and gRNAHNF4A. This mutation and the resulting difference in the amino acid sequence, as well as the reference sequences at this location, are highlighted in yellow. **b** Two technical replicates each of the Sanger sequencing chromatograms from the primary human hepatocytes expressing dCas9 and gRNAscr (left) or dCas9 and gRNAHNF4A (right) at the targeted *HNF4A* locus. **c** Sanger sequencing results of 13 gRNAscr and 12 gRNAHNF4A DNA strands following bisulfite conversion from the cell populations in (**b**), demonstrating both the methylation levels and the variety of mutations induced by Cas9 in gHNF4A-treated cells. **d** Same as (**c**) except data expanded is expanded to a larger (>300 bp) region, and simplified such that only CpGs are shown, where blue squares indicate unmethylated CpGs, red squares indicate methylated CpGs, and white squares indicate missing information due to Cas9-induced deletions. CpGs are numbered in accordance with (**a**). **e** Bisulfite-sequencing data from (**d**) (center) as well as five CpGs immediately upstream (left) and seven CpGs immediately downstream (right), displayed as percent DNA methylation over all sequenced DNA strands in primary human hepatocytes expressing Cas9 and either gRNAscr (gray) or gRNAHNF4A (orange) and as mean ± SD as it is summary data from one mutated cell line. Individual dots represent individual strands of DNA from this clonal cell line. **f** *HNF4A* expression in primary human hepatocytes expressing Cas9 and either gRNAscr (gray) or gRNAHNF4A (orange) quantified by RT-qPCR and normalized to *GAPDH* expression, followed by normalization to average expression in gRNAscr cells, with a dashed line at 1 (*n* = 6 independent clones, mean ± SD). * indicates statistically significant difference of *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns not significant (Student’s *t*-test, two-sided, with Holm-Sidak correction if number of tests is greater than 3). Source data are provided as a Source Data file.

## Discussion

The developmental profiles of DNA methylation across human tissues^87^ combined with the fact that deviations from these patterns are associated with disease^1,88,89^ suggest that DNA methylation has an important role in physiological processes. Importantly, it has been suggested that DNA methylation plays a functional role in the molecular pathology of cancer^1,3,73,89–91^ and other common diseases, including mental health disorders^92–94^.

Correlation studies since the early 1980s have suggested that DNA methylation in promoters and other transcriptional regulatory regions is negatively correlated with gene expression^95–98^. In the last three decades, several lines of evidence have provided support to the causal role of DNA methylation in the modulation of gene expression. First, in vitro methylation of reporter plasmids was shown to silence transcriptional activity when these plasmids were transfected into cell lines^97^. Later studies used different methods to limit in vitro methylation to specific regions. Although these studies provide the most direct evidence that there are cellular mechanisms to recognize DNA methylation in particular regions and translate this into silencing of gene activity, the main limitation of these studies is that silencing of ectopically methylated DNA might not reflect on genomic methylated sites and might instead represent a defense mechanism to silence invading viral and retroviral DNA^99^ rather than a mechanism for cell-type-specific differential gene expression. Second, DNA methylation inhibitors 5-aza-2′-deoxycytidine and 5-azacytidine provided early evidence for a causal role for DNA methylation in defining cellular identity and cell-type-specific gene expression^100^. However, these inhibitors act on DNA methylation across the genome and do not provide evidence for the causal role of methylation in specific regions or specific genes. Moreover 5-azacytidine was reported to have toxic effects unrelated to DNA methylation^12^. Antisense^13^, siRNA^14^, and gene knockout^15^ depletions of DNA methyltransferases (DNMTs) provided further evidence for the role of DNA methylation in cellular differentiation and development, however DNMT depletion similarly reduces methylation in a general manner, leaving unanswered questions as to the relative role of DNA methylation at specific regions. Furthermore, all DNMTs form complexes with chromatin silencing proteins and might control gene expression by DNA methylation independent mechanisms^90,101**–**103^.

A study examining the state of methylation of TSS regions that are physically engaged in transcription using ChIP-sequencing with antibody against RNAPolII-PS5, the form of RNApolII that is engaged at transcription turn on, showed that promoters that are actively engaged in transcription onset are devoid of methylation^104^. Although these data show that transcription initiation is inconsistent with DNA methylation, the question of causality remains: Is DNA demethylation a cause or effect of transcription onset? Similarly, enhancers are demethylated at transcription factor binding sites; Is demethylation a cause or effect of transcription factor binding^105–107^.

To address this longstanding question, CRISPR/Cas9 fusion constructs with TET catalytic domains were generated to target demethylation to specific regions and to determine whether demethylation of particular regions alters transcription activity^19,20,108^.

Here, we show that while dCas9-TET induces only modest demethylation of the TSS, it induces robust activation of the *Il33-002* gene (Fig. 1), but the results leave us with unanswered questions on whether DNA demethylation of the basal promoter was causal to this activation. First, TET enzymes are not enzymatically demethylases but monooxygenases which oxidize 5-methylcytosine to 5-hydroxymethylcytosine, 5-formylcytosine, and 5-carboxylcytosine, which have demonstrated stability^109,110^, demonstrated differential protein interactors^21–26^, and demonstrated structural effects on DNA^27^, suggesting that each derivative may be a unique epigenetic mark that confounds conclusions concerning the causality of DNA demethylation events^21–23,25,109,110^.

We show here that dCas9-TET causes hydroxymethylation of the *Il33-002* promoter that is maintained in culture (Supplementary Fig. 1I). Moreover, TET proteins are also able to oxidize thymine to 5-hydroxymethyluracil, thereby introducing another confounding epigenetic mark that produces a unique spectrum of modifications on chromatin structure and transcription factor activity^111^. A recent candidate for the improvement of such a strategy is the fusion of dCas9 to the *Arabidopsis* ROS1 glycosylase that directly removes 5-methylcytosine by direct base excision repair, foregoing the intermediate oxidized derivatives with epigenetic potential^112^; yet the issue of the overexpression of an enzyme with a capacity for unwanted and non-targeted effects is not solved by this approach.

Moreover, our data suggest that TET activation of *Il33-002* is independent of DNA demethylation since a dCas9-deadTET mutant with inhibited catalytic monoxygenase activity does not trigger demethylation but also activates *Il33-002* to a similar extent as the catalytically active dCas9-TET (Fig. 1h). We also find that TET1 is capable of inducing unmethylated DNA (Fig. 1j), clearly indicating a demethylation-independent transactivation capacity. It is indeed known that even the restricted catalytic TET domains used in dCas9-TET fusions retain a protein interaction domain that binds O-linked N-acetylglucosamine transferase (OGT)^28,29^ and TET proteins and OGT have been shown to co-localize across the genome^113^. The recruited OGT regulates gene expression by glycosylating and modulating the activity of transcription factors such as HCFC1, SP1, OCT4, MYC, p53, and RNA polymerase II as well as histones to directly increase local H2B mono-ubiquitination and trimethylation of histone 3 on lysine 4, both of which are associated with increased gene expression^28,113,114^. This mechanism as well as other potential mechanisms of catalytic-independent transcriptional activation by TET may explain our observation that dCas9-deadTET led to substantial gene induction despite an apparent lack of catalytic activity. The fact that catalytically dead TET protein activates transcription is consistent with previous reports^115^, and confounds the interpretation of the causal role of TET induced demethylation in gene activation.

Third, the fact that an enzyme with such a potential for transcriptional modulation is being overexpressed as a dCas9-TET1 fusion introduces capacity for unwanted transcriptional changes and more recent attempts to use the SunTag system to amplify TET binding at a desired locus^20^ only aggravate this issue by overexpression of large numbers of antibody-fused TET1. These undesirable effects would only be negligible in a scenario where a cell expresses a single copy of dCas9-TET that is bound at the intended locus, with highly effective oxidation and base excision repair, an impossible situation given that these lowly-active fusions must be highly expressed to facilitate robust demethylation, and thus inevitably leaving many unbound copies of dCas9-TET free to affect the genome in a TET-dependent—rather than dCas9-dependent—binding manner. Indeed, our data suggest that dCas9-TET demethylates the *Il33-*002 promoter with a scrambled, non-targeting guide (gRNAscr) (Fig. 1e–g). We also show global genomic hypomethylation in response to dCas9-TET expression and see that a significant fraction of this demethylation localizes to enhancers, a well-established target of TET proteins^59–64^. Though these data represent only a small fraction of dmCpGs caused by dCas9-TET, enhancers are also likely a fraction of TET targets, an issue likely aggravated by both the fact that these experiments involved TET of human origin expressed in mouse cells, and that the database of mouse enhancers does not necessarily reflect those to which TET is recruited in NIH-3T3 cells. This is indicative of a potential ubiquitous and dCas9-independent activity of the fused, over-expressed TET domain in a behavior similar to the demonstrated global methylation by DNMT3A in dCas9-methyltransferase fusions^116^.

A second category of confounding off-target effects that are introduced by a targeting strategy that employs a flexibly tethered enzyme, which can modify genetic regions in close physical proximity—despite large genetic distances—particularly those in ubiquitous self-interacting topologically associating domains (TADs), such as the one that the two *Il33* promoters belong to^117^. This is aggravated by the fact that the TET family of proteins is known to participate in enhancer regions and facilitate long-range chromatin interactions^118,119^. However, as mentioned above, this may also not be a long-range interaction, but rather a direct interaction of dCas9-TET through the TET domain.

Thus, whenever a flexibly tethered enzyme is employed for epigenetic editing, it will be difficult to dissociate effects of targeted and nontargeted DNA demethylation on transcription activity.

Finally, the demethylation that is observed with dCas9-TET fusions might be secondary to transcription activation. When we combined our three targeting gRNAs with the well-characterized dCas9-VP64 fusion (VP64 is a potent transcriptional activator originating from the herpes simplex virus^34^) we observed broad demethylation of the *Il33-002* promoter (Supplementary Fig. 1F–H). This phenomenon suggests that DNA demethylation can in particular instances be secondary to transcription factor recruitment and transcriptional activation (Supplementary Fig. S1I-J) as has been previously reported^105,106^.

Lastly, there are examples in which dCas9 or another targeting protein either bears a catalytically inactive form of TET or the domain is altogether missing, and mild demethylation is still observed^19,20,30,120^. We propose that, in some cases, this demethylation stems from the lingering transactivation capacity of the mutated TET domain (discussed above) followed by demethylation as a consequence of activation, such as the demethylation caused by VP64 activation (Supplementary Fig. S1F–H). Alternatively, as we demonstrate here (Fig. 2) binding of dCas9 blocks DNA methyltransferase catalyzed methylation. This therefore obscures the true contribution of TET proteins to demethylation. It is in fact possible that most of the demethylation triggered by dCas9-TET fusions seen in dividing cells stems from the simple steric interference with DNA methyltransferase activity, as we demonstrate in this study.

Taken together, these data reveal that while dCas9-TET may be a valid tool for producing epigenetic perturbations that may further understanding of TET dynamics, it introduces a number of confounds inherent to the properties of the TET protein that prohibit conclusions as to the causal relationship of changes in DNA methylation at particular sites and gene expression.

We instead propose and demonstrate here a previously unrecognized capacity of dCas9 to prevent DNA methylation with high efficacy at fairly small, precise regions and, more importantly, free from any fused eukaryotic enzyme that may act independently of the dCas9:gRNA binding activity. We first show that this approach can be implemented to map the individual methylated CpGs within a regulatory region, which silence transcription using an in vitro methylation promoter-reporter transient-transfection assay. This method has advantage over earlier methods that protected individual CpGs from methylation by mutagenesis to non-CpG sequences^107^, since mutagenesis can disrupt protein:DNA interactions by the sequence change rather than by the methylation difference^121^. Our method alters the methylation per se without disrupting the genetic sequence. Our results demonstrate that three CpG sites within 22 bp of the TSS are sufficient to silence the *Il33-002* promoter, while other CpG sites do not contribute to methylation-dependent silencing of promoter activity.

We further show that this approach can be applied to trigger site-specific demethylation in dividing cells, and that it can be optimized for near-complete removal of DNA methylation from sites that had previously been fully methylated, without perturbing the methylation states of adjacent CpGs in the same promoter to any substantial degree. Thus, this method could interrogate the causal role of DNA methylation in silencing gene expression. Since inhibition of DNA methylation is dependent on tight binding of dCas9 which is also dependent on gRNA target and quality, the risk for nontargeted demethylation is low. Accordingly, we find that there appear to be no off-target DNA demethylation events as a consequence of gRNA:dCas9 off-target binding in WGBS/ChIP-seq data and in targeted sequencing of five candidate off-target regions. However, further work is needed to identify the biological origin of the dmCpGs that are not a consequence of dCas9:gRNA off-target binding that were detected in WGBS analysis. Potential off-target effects of a larger number of gRNAs across multiple cell lines and species need to be evaluated as well.

We used our method of demethylation to define the role of TSS and proximal promoter methylation of the *Il33-002* gene in its cogent genomic context. We found that demethylation of the *Il33-002* TSS produces a small but significant increase in its expression. Our results confirm what was observed in the transient transfection assay: CpG sites 9–11 at the TSS suppress promoter activity. However, dCas9-TET induced 25-fold higher *Il33* expression compared to dCas9 alone when targeted to the same promoter, even though it caused significantly lower demethylation than dCas9 (Fig. 5h). There are several possible explanations for this discrepancy between the fold induction achieved by demethylation and by TET recruitment. First, the fusion of TET to dCas9 is flexible and may allow access to DNA in a wider region, perhaps inducing demethylation in other regulatory regions or methylated transcription factors that are required for more robust expression (Fig. 1e–g). However, treating cells that have been demethylated at the *Il33-002* TSS CpG sites 9–11 with 5-2′ deoxy-azacytidine doesn’t further induce the gene, while cells that were methylated at 9–11 sites are induced to a level like the levels achieved by dCas9. This suggests that the main regulation by DNA methylation occurs at CpGs 9–11 but that the gene is further induced by DNA methylation independent mechanisms that are partially triggered by TET. This illustrates that the results of TET targeting could not be automatically understood as being driven by demethylation and highlights the need for enzyme independent targeted DNA demethylation for understanding the role of DNA methylation.

We then determined whether demethylation of the TSS poises the *Il33-002* promoter for induction by known inducers of this gene. poly(I:C) induces *Il33-002* approximately 300-fold without detectable DNA demethylation, and does not induce the demethylated *Il33-002* to an appreciably higher level than the methylated *Il33-002* promoter. Thus, induction of *Il33-002* expression is independent of DNA demethylation in the basal promoter. It is possible however that poly(I:C) triggers demethylation in a remote enhancer that wasn’t examined in our study. In contrast, induction by LPS is higher when the basal promoter is demethylated, however LPS induces the promoter whether it is methylated or not, suggesting an additive but nonessential effect of demethylation of TSS for LPS induction. What is the role of *Il33-002* promoter methylation? The data is consistent with the idea that this gene is mainly regulated by extracellular signals irrespective of DNA methylation. DNA methylation only silences the residual basal activity of the promoter, perhaps to prevent leaky expression and transcriptional noise in the absence of the appropriate signal. This is consistent with the observation that the ectopically transfected promoter is silenced by DNA methylation (Fig. 2). Therefore, both targeted demethylation or 5-aza-2′-deoxycytidine achieve only a small elevation in expression.

A different paradigm is represented by the *SERPINB5* promoter. Demethylation of the basal promoter on its own has no effect on expression, which remains low (Fig. 7e, F) even when six CpGs in the proximal promoter region become completely demethylated (Fig. 7b–e). However, global demethylation by 5-aza-2′-deoxycytidine induces the activity of this demethylated promoter further than the naturally methylated promoter in control MDA-MB-231 cells, suggesting that expression of this gene is regulated by methylation in the promoter region as well as other regions in *cis* or *trans*. Demethylation of the proximal promoter on its own is insufficient to induce transcription. A possible explanation is that activity of this gene requires activation of a transcription factor that is silenced in these cells and induced by demethylation as we have recently shown^122^. The tumor necrosis factor (*Tnf*) gene exhibits a proximal TSS promoter region that is highly methylated in NIH-3T3 cells. The gene is highly induced and its proximal promoter region is demethylated by 5-aza-2′-deoxycytidine (Fig. 7g). In contrast to the large induction of expression of by 5-aza-2′-deoxycytidine, demethylation of ten CGs proximal to the TSS (Fig. S9) using the targeted dCas9 method did not turn on the gene (Fig. 7h, gray bars). Here, as was the case with the *SERPINB5* promoter, 5-aza-2′-deoxycytidine treatment of cells bearing dCas9-demethylated *Tnf* TSS region resulted in higher induction of expression than treated control cells bearing a methylated *Tnf* TSS (Fig. 7h). These experiments illustrate the importance of studying demethylation of specific sites per se to truly understand their contribution to gene expression control.

Finally, in a manner dissimilar to the other genes examined in this study, targeted demethylation of the large, highly-methylated *FMR1* repeat region in Fragile X syndrome patient fibroblasts did induce basal transcription of the *FMR1* gene up to a 110-fold in one cell pool suggesting that, in this case, methylation of the repeat element plays a large role in silencing of the gene.

As the larger magnitude of demethylation observed in the dCas9 approach does not produce transcriptional changes as substantial as those observed by dCas9 tethered to TET1, it is clear that promiscuous mammalian enzymatic domains do not exclusively demethylate, have other methylation independent activities, and cannot be suitably applied to investigate the causal relationship between DNA methylation at specific sites and gene expression.

The ability of newly demethylated sites to stay demethylated can vary; we detected no increase in *Il33-002* TSS methylation 75 days after removing dCas9 by Cre-mediated recombination in NIH-3T3 cells, but saw a small non-significant increase in SERPINB5 demethylated CpGs 45 days after Cre-mediated dCas9 removal. It is useful for research timescales that sites stay demethylated, but the small variation between the two genes in the two cell lines suggests that the retention of unmethylated CpGs may vary as a factor of cell line (e.g., how much de novo methyltransferase activity a cell line has) or by specific CpG sites (e.g., in a growing cell population, how detrimental to cell growth is demethylation of a specific CpG and will it be selected against?), and thus it will be important in future studies that use this technique to assay how long demethylation persists in the CpG and cell line contexts under examination to ensure that demethylation persists for the duration of the experiments. It is important to note that in stem cells where de novo DNMTs are expressed to a higher level^123^, methylation might be regained after removal of dCas9.

In summary, we developed a tool that allows site-specific demethylation of a narrow region of DNA by physical blocking of DNMTs without using confounding epigenetic enzymatic activities. This tool enables the examination of causal relationships between demethylation of specific sites and gene expression in genes at their native positions in the chromatin. Comparing the results obtained using this tool and results obtained using general DNA methylation inhibitors reveals that the role of DNA demethylation at specific sites might have been previously overestimated by confounded techniques and thus is part of a growing body of evidence in support of this notion^10,124^. Our study demonstrates the need for the careful causational investigation of the role of DNA demethylation of different regions per se by an unconfounded tool. We hope that this tool can be used to attribute causality to DNA methylation changes not only in fundamental physiological gene transcription, but also under different specific physiological and pathological conditions mediated by changes in extracellular signals and changes in the milieu of cellular transcription factors in order to begin to reveal the true extent, nature, and diverse contribution of DNA methylation at different regions to gene regulation.

## Methods

### gRNA design and synthesis

To maximize likelihood of on-target efficiency and minimize off-target binding, gRNAs were designed using three online tools with distinct scoring algorithms: Off-Spotter, CCTOP, and CRISPR Design^43,52,53^. Final gRNAs were chosen based on highest cumulative rank and location in the promoter. The scrambled gRNA sequence was obtained from pCas-Scramble (Origene). For in vitro assays, gRNAs were in vitro transcribed with the GeneArt^TM^ Precision gRNA Synthesis Kit (Thermo Fisher Scientific) according to manufacturer protocol and using primers listed in Supplementary Table 2. Due to a lack of available kit compatible with *S. aureus* gRNAs, SA-gRNA1–4, and SP-gRNA1–4 were generated by a custom T7 in vitro transcription protocol (10.17504/protocols.io.dwr7d5) modified to replace the *S. pyogenes* scaffold sequence with that of *S. aureus*. (primers in Supplementary Table 3). Lentiviral gRNAs were first produced according to the protocol by Prashant Mali^125^. Briefly, 455 bp double stranded DNAs containing the human U6 promoter, gRNA sequence, gRNA scaffold, and termination signal were ordered as gBlock Gene Fragments (IDT). These were re-suspended, amplified with Taq Polymerase (Thermo Fisher Scientific) according to manufacturer protocol and using primers listed in Supplementary Table 2, extracted from an agarose gel with the QIAEX II Gel Extraction Kit (QIAGEN), and inserted into pCR®2.1-TOPO (Thermo Fisher Scientific) by incubating for 30 min at room temperature. The gRNA scaffold was now flanked by EcoRI sites from the vector. A lentiviral backbone was obtained from Addgene (pLenti-puro, Addgene #39481) and the CMV promoter was removed to prevent aberrant transcription by digesting the plasmid with ClaI-HF and BamHI-HF (NEB), gel extracting, removing DNA overhangs with the Quick Blunting™ Kit (NEB), and circularization with T4 Ligase (Thermo Fisher Scientific) for 1 h at 22 °C. The resulting promoterless pLenti-puro plasmid was then digested with EcoRI and the 5′ phosphates were removed with Calf Intestinal Alkaline Phosphatase (Thermo Fisher Scientific) to facilitate efficient ligation of the EcoRI-flanked gRNA scaffold. Resulting clones were Sanger sequenced with pBABE 3′ sequencing primer to ensure proper gRNA sequence and orientation (Génome Québec). The gRNAs targeting *SERPINB5* and *Tnf* were created by site-directed mutagenesis of pLenti-Il33gRNA6-puro using primers listed in Supplementary Table 2, and the Q5® Site-Directed Mutagenesis Kit (NEB) according to manufacturer protocol. The *HNF4A*-targeting gRNA is from the genome-scale CRISPR knock-out (GeCKO) v2 library^126^ (purchased as lentiviral plasmid from Genscript) and the FMR1-targeting gRNA from the Jaenisch lab was obtained from Addgene (pgRNA-CGG, Addgene #108248).

### Site-specific in vitro DNA methylation

First, a dCas9:gRNA ribonucleoprotein complex was formed with the following mixture: 14 µL nuclease-free water, 3 µL Cas9 Reaction Buffer (Applied Biological Materials Inc.), 7.5 µL 300 nM CpG-targeting in vitro transcribed gRNA or non-CpG-targeting control gRNA, and dCas9 recombinant protein (Applied Biological Materials Inc.). After 10 min at room temperature, 3 µL of 30 nM Il33-pCpGl was added to the reaction, which was then transferred to 37 °C to allow dCas9:gRNA complex binding to DNA. After 1 h, the following mixture was added to the reaction: 145 µL nuclease-free water, 17 µL NEBuffer™ 2, 5 µL 32mM S-Adenosyl methionine (NEB) (final concentration 0.8 mM), and 3 µL (12 units) M.SssI methyltransferase (NEB). This solution was pre-warmed to 37 °C before addition to prevent interference with dCas9:gRNA binding to the DNA. After 4 h of incubation at 37 °C, 1 µL of 20 mg/mL Proteinase K (Roche) was added and the temperature was raised to 64 °C for an additional 4 h.

### DNA Isolation, bisulfite conversion, bisulfite-cloning, and pyrosequencing

Plasmid DNA was recovered by phenol-chloroform extraction and precipitation in ethanol overnight. DNA was washed one time with 70% ethanol, dried, and re-suspended in 30 µL nuclease-free water. Genomic DNA was extracted from cells by resuspension in 400 µL DNA lysis buffer (100 mM Tris, pH 7.5, 150 mM NaCl, 0.5% SDS, 10 mM EDTA) and treatment with 2 µL 20 mg/mL RNAse A (NEB) for 30 min at 37 °C and 5 µL 20 mg/mL Proteinase K (Sigma) for 4 h at 55 °C. This was followed by phenol-chloroform extraction by addition of 200 µL phenol solution and 200 µL of chloroform, vortexing for 10 s, and centrifugation at 16,000 × *g* for 5 min at 4 °C. The aqueous phase was then transferred to a new 1.5 mL tube, mixed with 400 µL chloroform, and centrifuged again at 16,000 × *g* for 5 min at 4 °C. The aqueous phase was again transferred to a new tube and DNA was precipitated by the addition of 1 mL 95% ethanol and 1 µL glycogen overnight at −80 °C, centrifugation at 16,000 × *g* for 30 min at 4 °C. DNA was washed a single time with 1 mL 70% ethanol, centrifuged at 16,000 × *g* for 15 min at 4 °C, air dried for 5 min, and resuspended in 50 µL nuclease-free water. Following DNA extraction, bisulfite conversion was conducted according to manufacturer protocol with the EZ DNA Methylation-Gold Kit (Zymo Research) using 5 µL of in vitro methylated plasmid DNA or 1.5 µg genomic DNA measured with the Qubit dsDNA BR Assay (Thermo Fisher Scientific). One microliter of bisulfite-converted DNA was amplified with HotStar Taq DNA polymerase (QIAGEN) in a 25 µL reaction using the primers designed with MethPrimer^127^ and listed in Supplementary Table 2. Pyrosequencing samples were processed in the PyroMark Q24 instrument according to protocols designed by the PyroMark Q24 software (QIAGEN). Sequencing primers were designed with Primer3^128^. Alternatively, amplicons were cloned into pCR®4-TOPO (Thermo Fisher Scientific) for 30 min at room temperature and transformed into TOP10 competent cells (Thermo Fisher Scientific) prior to plasmid isolation with the High-Speed Plasmid Mini Kit (Geneaid) and Sanger sequencing (Eurofins Genomics) using the M13R sequencing primer. All oligonucleotides used in this study were purchased from Integrated DNA Technologies.

### Luciferase assay

8.0 × 10^4^ NIH-3T3 cells (*Il33* experiments) or 1.2 × 10^5^ HEK293 cells (TET co-transfection) were plated in a 6-well plate (Corning) 24 h prior to transfection. One microgram (*Il33*) or 100 ng (SV40) plasmid DNA from the in vitro methylation reactions were transfected with 3 µL (*Il33)* or 1 µL (SV40) X-tremeGENE 9 transfection reagent (Roche) diluted in 50 µL of Opti-MEM medium (Gibco). Luciferase assays were performed 36 h after transfection using the Luciferase Reporter Gene Assay, high sensitivity (Roche). Briefly, cells were washed with 1 mL of phosphate-buffered saline (Wisent), detached with scrapers (Thermo Fisher Scientific) after the addition of 150 µL lysis buffer, and transferred to 1.5 mL tubes. After a 15-min incubation at room temperature, the mixtures were centrifuged for 5 s at maximum speed and the supernatant transferred to new 1.5 mL tubes. Two 50 µL volumes per condition were supplemented with 50 µL luciferase assay reagent in disposable glass tubes (Thermo Fisher Scientific), and light emission was measured immediately in the Monolight 3010 luminometer (Analytical Luminescence Laboratory). Sample protein concentration was determined by Bradford Protein Assay (Bio-Rad) and A595 readings were measured in a DU 730 UV–Vis Spectrophotometer (Beckman Coulter). Protein concentration in cell lysate was determined by comparing to a bovine serum albumin standard curve and luciferase activity was normalized to concentration. We validated that our transfection method results in equal copy numbers transfected for both methylated and unmethylated DNA by measuring copy number of transfected pCpGl 36 h after transfection (Supplementary Fig. 1N).

### Plasmids

The original dCas9 plasmid lacking loxP sites was obtained as a dCas9-VP64 fusion (lenti dCAS-VP64_Blast, Addgene #61425). The VP64 domain was removed by digestion with BamHI-HF and BsrGI-HF, blunting with the Quick Blunting™ Kit (NEB), and circularization with T4 Ligase (Thermo Fisher Scientific) for 1 h at 22 °C. Following transformation, plasmids were isolated from ampicillin-resistant clones (High-Speed Plasmid Mini Kit, Geneaid) and Sanger sequenced to identify plasmids that maintained the blasticidin resistance gene in-frame with dCas9. Floxed dCas9 was purchased as a ready plasmid (pLV hUbC-dCas9-T2A-GFP, Addgene #53191) and primers were designed to amplify a fragment of approximately 500 base pairs when dCas9 is removed with Cre recombinase (Supplementary Table 2). The Cre-containing plasmid was obtained from Addgene (pLM-CMV-R-Cre, Addgene #27546). A fragment encoding the CMV promoter and mCherry-T2A-Cre-WPRE was excised by NdeI and SacII (Thermo Fisher Scientific) and transferred to the pLenti6/V5-DEST™ Gateway™ Vector (Thermo Fisher Scientific) bearing a blasticidin resistance cassette (Thermo Fisher Scientific) to facilitate antibiotic selection. Lentiviral Fuw-dCas9-Tet1CD-P2A-BFP and Fuw-dCas9-dead Tet1CD-P2A-BFP were obtained from Addgene (Addgene #108245, #108246). Catalytically active Cas9 lentiviral vector was obtained from Genscript as pLentiCas9-Blast. TET1 plasmids were obtained from Addgene: #49792 (FH-TET1-pEF) and #124081 (pEF1a_FL MUT TET1) and control pEF1A was purchased from Thermo Fisher Scientific. pcDNA3-TET2 (Fig S1J) was generated by amplification of TET2 from human cDNA, TOPO-TA cloning and sequence validation by Sanger sequencing, followed by digestion and ligation into pcDNA3.1 (Thermo Fisher Scientific) using the restriction enzymes XhoI and ApaI. SV40-pCpGl (Fig. 1j) was generated by amplification of the SV40 promoter and enhancer region from lenti dCAS-VP64_Blast using primers that added a 5′ BamHI site and a 3′ HindIII site, which were then used for transfer into pCpGl^37^ following sequence verification.

### Cell culture

HEK293T and NIH-3T3 cells (ATCC) were thawed and maintained in DMEM medium (Gibco) supplemented with 10% Premium Fetal Bovine Serum (Wisent) and 1× Penicillin-Streptomycin-Glutamine (Gibco). Cells were grown in a humidified incubator of 5% carbon dioxide at 37 °C and cultured in 100 mm × 20 mm tissue culture dishes (Corning) and harvested or passaged by trypsinization (Gibco) upon reaching 80–90% confluency. Clones were isolated by limiting dilution and trypsinization with the aid of cloning rings. Fragile X syndrome fibroblasts (GM05848, Coriell Institute) and age-matched control fibroblasts (GM00357, Coriell Institute) were maintained as above. Flow cytometry to isolate dCas9-TET/dCas9-deadTET (BFP) and dCas9 (GFP) when antibiotic selection was not an option was performed by Julien Leconte of the Flow Cytometry Core Facility at McGill University Life Sciences complex. All replicates presented in this study are biological replicates. A technical replicate is performed for each assay and averaged per each biological replicate.

### Lentiviral production

HEK293T cells were plated at a density of 3.8 × 10^6^ per 100 mm dish 24 h prior to transfection. Cells were transfected using X-tremeGENE 9 transfection reagent (Roche). Briefly, individual lentiviral transfer plasmids were mixed with a packaging plasmid (pMDLg/pRRE, Addgene #12251), envelope protein plasmid (pMD2.G, Addgene #12259), REV-expressing plasmid (pRSV-Rev, Addgene #12253), and the transfection reagent in Opti-MEM medium (Gibco). The mixture was incubated for 30 min at room temperature and added in a drop-wise manner to HEK293T cells in 8 mL of fresh DMEM medium in a 100 mm dish. Lentiviral particles were harvested by filtering the supernatant through a 0.45 μm disk filter 72 h after transfection and either used immediately or stored at −80 °C. 5 µg/mL Blasticidin S HCl and 1–20 µg/mL Puromycin Dihydrochloride (Gibco) were used to select for stable transformants.

### Transient transfection for time-course experiments

8.0 × 10^4^ NIH-3T3 cells stably expressing dCas9-VP64 (from lentiviral transfer and blasticidin selection, above) were plated in a 6-well plate (Corning) 24 h prior to transfection. One microgram per well pLenti-IL33_gRNA2 vector was transfected using X-tremeGENE 9 transfection reagent (Roche) and cells were harvested at 0, 24, 48, 72, and 96 h. RNA and DNA were extracted from separate wells and RNA expression and DNA methylation were measured as described in the relevant methodology sections.

### RT-qPCR

RNA was isolated from approximately 80% confluent 100 mm dishes with 1 mL of Trizol reagent (Thermo Fisher Scientific) following harvest by trypsinization and washing with phosphate-buffered saline (Wisent). RNA extraction was performed according to Trizol manufacturer protocol. Briefly, 200 mL of chloroform was added to 1 mL of Trizol-RNA mixture. The samples were thoroughly vortexed, incubated at room temperature for 2 min, and centrifuged for 15 min at 12,000×*g* at 4 °C. The aqueous phase was transferred to a new 1.5 mL tube prior to the addition of 0.5 mL isopropanol and incubation at room temperature for 10 min. The samples were centrifuged for 10 min at 12,000×*g* at 4 °C, and washed twice with 75% ethanol, discarding the supernatant each time. The pellets were air dried for 10 min and re-suspended in 50 µL DEPC-treated water (Ambion). Concentrations were measured with the Qubit RNA BR Assay (Thermo Fisher Scientific) and 1 µg RNA was used for each reverse transcriptase reaction using M-MuLV Reverse Transcriptase (NEB) according to manufacturer protocol. cDNA was diluted 1:2 (20 µL reverse transcription reaction to 40 µL water) and 2 µL of diluted cDNA was amplified in the LightCycler ® 480 Instrument II (Roche) in a 20 µL reaction containing 10 µL LightCycler ® 480 SYBR Green I Master Mix (Roche) and 0.8 µL each of 10 µM forward and reverse primer listed in Supplementary Table 2. Quantification was performed by Roche Lightcycler Software.

### Drug treatment

5-aza-2′-deoxycytidine (Sigma A3656) was dissolved to 10 mM in sterile water and frozen in one-time-use aliquots at −80 °C. Trichostatin A (TSA, Sigma T8552) was dissolved to 1 mM in dimethyl sulfoxide (DMSO, Sigma D8418) and frozen in one-time-use aliquots at −80 °C. Lipopolysaccharides from Escherichia coli O55:B5 (Sigma L6529) were diluted to 1 mM in phosphate-buffered saline. 5-aza-2′-deoxycytidine and TSA treatment regimen involved three treatments every other day with media replacement (5 days total) at specified concentrations and sample collection on the sixth day.

### Off-target prediction for pyrosequencing

Potential off-target sites of *Il33* gRNA3 in the mouse genome were predicted using Cas-OFFinder^54^, a program that allows bulges in the RNA and DNA (which Cas9 is known to tolerate) to increase the number of possible off-target sites. Because we were interested in changes in methylation, results were filtered for the presence of a CG at a maximum of 10 bp from either end of the gRNA sequence. Of 15 results, two differed by three mismatches, nine by four mismatches, and four by two mismatches and a bulge. We developed functional pyrosequencing assays for four of these sites.

### Hydroxymethylation quantification

DNA isolated from cells by phenol:chloroform isolation and ethanol precipitation was cleaned on Micro Bio-Spin P-6 SSC columns (Bio-Rad) according to manufacturer protocol. Fifteen millimolar of KRuO_4_ (Sigma) was prepared by dissolving 0.153 g in 50 mL of 0.05 M NaOH and thawed freshly for each oxidation reaction. One microgram cleaned DNA was incubated in a 19 µL volume reaction in a PCR tube with 0.95 µL 1 M NaOH at 37 °C in a shaking incubator for 0.5 h. The sample was cooled immediately in an ice-water bath for 5 min prior to the addition of 1 µL ice-cold 15 mM KRuO_4_ and incubation in an ice-water bath for 1 h with vortexing every 20 min. A second oxidation was performed by the addition of 4 µL 0.05 M NaOH, incubation at 37 °C in a shaking incubator for 0.5 h, following by cooling, addition of 1 µL ice-cold 15 mM KRuO4, and incubation in ice-water bath with occasional vortexing as before. Oxidized DNA was cleaned again on Micro Bio-Spin P-6 SSC columns and the DNA was subjected to bisulfite conversion and pyrosequencing. Control reactions were done in parallel in which 15 mM KRuO4 was replaced by 0.05 M NaOH and percent hydroxymethylation was quantified as the decrease in methylated fraction in oxidized DNA as compared to control DNA.

### Chromatin immunoprecipitation

Hundred and fifty millimeter tissue culture dishes containing 90% confluent NIH-3T3 cells from each experimental condition were cross-linked by the direct addition of formaldehyde to a 1% final concentration. The dishes were incubated for 10 min at room temperature with constant agitation. The reaction was quenched by the addition of glycine to a final concentration of 0.125 M and incubated for an additional 5 min at room temperature with constant agitation. Cross-linking solution was aspirated and cross-linked cells were washed three times with 10 mL ice-cold phosphate-buffered saline (PBS). Ten milliliter of ice-cold PBS was added and cells were scraped into suspension by a rubber cell scraper. Cross-linked cells were pelleted at 800 × *g* at 4 °C in 15 mL falcon tubes, the supernatant removed, and the cells were lysed in 300 µL ice-cold lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris), pipeted thoroughly, incubated for 15 min on ice, and immediately sonicated on the Bioruptor (Diagenode) in 1.5 mL Eppendorf tubes at high power for three 10-min cycles of 30 s on and 30 s off, replacing warmed water with ice-cold water and minimal ice between each cycle. Sonicated samples were centrifuged at 4 °C for 16,000 × *g* for 5 min, and supernatant was transferred to a clean 1.5 mL Eppendorf tube, with 30 µL set aside for shearing efficiency analysis. The remaining supernatant was diluted with a 9× volume of dilution buffer (16.7 mM TrisHCl pH 8.0, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100) and precleared with washed Dynabeads Protein G (Thermo Fisher) for 2 h at 4 °C on a nutator. Using a magnetic rack, 1% of pre-cleared chromatin was set aside for input and 5 µg Monoclonal ANTI-FLAG® M2 antibody (Sigma, F1804) (to capture 5′ 3×FLAG-tagged dCas9) or IgG (abcam) was added to the remaining volume and then incubated at 4 °C on a nutator overnight. Sixty microliter of washed (3× with Tris-EDTA—10 mM Tris pH = 8, 1 mM EDTA—and 3× with RIPA—20 mM Tris, 2 mM EDTA, 150 mM NaCl, 1% Triton X, 0.1% SDS, 0.5% deoxycholate) Dynabeads were added to each sample and incubated at 4 °C on a nutator for 4 h. Beads were then washed with 1 mL each as follows: 2× with low salt wash buffer (0.1% SDS, 1% Triton-X, 2 mM EDTA, 20 mM Tris, 150 mM NaCl), 2× with high salt wash buffer (same as low except 500 mM NaCl), 2× with LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris, pH 8.0), and 2× with Tris-EDTA. All buffers contained 1× cOmplete™ Protease Inhibitor Cocktail (Sigma). DNA was eluted by the addition of 100 µL elution buffer (1% SDS, 0.1 M NaHCO_3_), vortexing vigorously, and 15-min incubation at room temperature with constant agitation before transferring to a clean 1.5 mL tube. This was repeated twice for a final volume of 200 µL and the input fraction was adjusted to the same volume with elution buffer. Reverse cross-linking (0.2 M final concentration of NaCl, 65 °C overnight) was performed for all samples, followed by standard treatment with RNAse A, proteinase K, and phenol:chloroform cleanup followed by ethanol precipitation. Clean DNA was then quantified by qPCR and enrichment in the immunoprecipitated samples was calculated as fraction of input. Nonspecific (IgG) antibody and qPCR primers of unbound regions were used as controls for effective immunoprecipitation.

### Chromatin immunoprecipitation sequencing and analysis

For ChIP-seq experiments, cells were prepared as for ChIP and IP was performed with the same anti-FLAG antibody (above) on NIH-3T3 expressing FLAG-tagged dCas9-GFP (selected by FACS) and gRNA (selected under high puromycin); these are the same cells depicted in Fig. 5 (transduced with empty vector instead of Cre recombinase). All cross-linking and immunoprecipitation steps were performed with the ChIP-IT High Sensitivity® Kit (Active Motif) according to manufacturer’s instructions using 30 µg input chromatin as quantified by NanoDrop. Sonication was performed as above. Successful ChIP with anti-FLAG antibody was validated by qPCR (as described above) with primers for *Il33* (positive control) and *Actb* (negative control) (Supplementary Fig. 11). Eluted DNAs were sent to Center d’expertize et de services Génome Québec at McGill University for library preparation and sequencing. Fragmented DNA from 12 samples (three replicates each of gRNAscr anti-FLAG, gRNA3 anti-FLAG, gRNAscr input, and gRNA3 input) was quantified using 2100 Bioanalyzer (Agilent Technologies). Libraries were generated robotically with fragmented DNA (range 100–300 bp) using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs), as per the manufacturer’s recommendations. Adapters and PCR primers were purchased from Integrated DNA Technologies (IDT). Size selection was carried out using SparQ beads (Qiagen) prior to PCR amplification (12 cycles). Libraries were quantified using the Kapa Illumina GA with Revised Primers-SYBR Fast Universal kit (Kapa Biosystems). Average size fragment was determined using a LabChip GX (PerkinElmer) instrument. The libraries were normalized and pooled and then denatured in 0.05 N NaOH and neutralized using HT1 buffer. The pool was loaded at 200pM on a Illumina NovaSeq S4 lane using Xp protocol as per the manufacturer’s recommendations. The run was performed for 2 × 100 cycles (paired-end mode). A phiX library was used as a control and mixed with libraries at 1% level. Base calling was performed with RTA v3.4.4. Program bcl2fastq2 v2.20 was then used to demultiplex samples and generate fastq reads. Paired-end FastQ files were trimmed for adapters and quality scores using TrimGalore v0.6.4_dev^129^ under default settings. Alignments to the mm10 genome were performed using bowtie2 v2.3.4.1^130^ under default settings and peak calling for each sample was performed with the macs2 v2.2.7.1^131^ callpeak function (--g mm --nomodel --extsize 204 --SPMR) after first running the predictd script and establishing --extsize 204 according to the macs2 manual. Alignments were passed to the DiffBind R package to identify significantly differentially enriched regions under default parameters.

### Western blot

Control NIH-3T3 cells and cells expressing dCas9-TET or dCas9-deadTET were grown to 80% confluency on 100 mm tissue culture dishes. Cells were washed twice with 10 mL PBS and collected into 15 mL falcon tubes by scraping and then pelleted by centrifugation for 5 min at 300×*g* at 4 °C. The supernatant was aspirated and cells were resuspended in 80 µL protein extraction buffer (150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 50 mM Tris pH 7.5, and 1% NP-40) with 1× cOmplete™ Protease Inhibitor Cocktail (Sigma), incubated for 30 min on ice with vortexing every 5 min, centrifuged for 10 min at 16,000 × *g* at 4 °C. The supernatant was retained and protein concentration was measured by Bradford assay. Twenty microgram protein in 2× Laemmli Sample Buffer (Bio-Rad) was prepared according to manufacturer protocol and loaded into a 5% acrylamide gel (for dCas9-TET/deadTET) or 10% acrylamide gel (for beta-actin loading control) with 5% upper stacking gel. Gels were run for 10 min at 110 V and then for 50 min at 170 V, followed by overnight transfer to nitrocellulose membrane at 30 V. Membranes were blocked with 1% milk in TBST and protein was detected with either mouse Anti-CRISPR-Cas9 primary antibody [7A9-3A3] (Abcam, ab191468) (1/2000 dilution) or monoclonal Anti-β-Actin primary antibody produced in mouse (Sigma, A2228) (1/5000 dilution) and goat Anti-Mouse IgG H&L (HRP) secondary antibody (Abcam, ab205719) (1/10,000 dilution). Each antibody incubation was performed for 1 h. After addition of Clarity Western ECL Substrate (BioRad), images were acquired with automatic exposure on the Amersham Imager 600.

### Whole-genome bisulfite sequencing (WGBS)

WGBS was performed by the Center d’expertize et de services Génome Québec at McGill University. Genomic DNA was quantified using the Quant-iT™ PicoGreen® dsDNA Assay Kit (Life Technologies). 2 × 151 bp paired-end libraries were generated using the NEBNext® Enzymatic Methyl-seq Kit (New England BioLabs, NEB). Adapters were purchased from NEB. Libraries were quantified using the Kapa Illumina GA with Revised Primers-SYBR Fast Universal kit (Kapa Biosystems) and average size fragment was determined using a LabChip GX (PerkinElmer) instrument. The libraries were normalized and pooled and then denatured in 0.05 N NaOH and neutralized using HT1 buffer. The pool was loaded at 225 pM on an Illumina NovaSeq S4 lane using Xp protocol as per the manufacturer’s recommendations. The run was performed for 2 × 100 cycles (paired-end mode). A phiX library was used as a control and mixed with libraries at 5% level. Base calling was performed with RTA v3.4.4. Program bcl2fastq2 v2.20 was then used to demultiplex samples and generate FastQ reads.

### WGBS data analysis

Paired-end FastQ files were trimmed for adapters and quality scores using TrimGalore v0.6.4_dev^129^ under default settings. Alignments to the mouse mm10 genome, deduplication, and methylation calling were performed using Bismark v0.22.3^132^ under default settings. All statistical analyses were performed with the R package methylKit v1.14.2^133^. For off-target analyses for dCas9:gRNA3:Cre, significantly differentially methylated (*q* < 0.01, methylation difference >25%) CpGs were determined by comparison to dCas9:gRNAscr:Cre with the calculateDiffMeth function after filtering for CpGs that were covered at least 5× in all samples. Off-target site manhattan plot generated with R package qqman^134^.

### Quantification of *FMR1* CGG repeat methylation

DNA from Fragile X patient fibroblasts treated with lentiviral dCas9 and either lentiviral gRNAscr or gRNA-CGG was isolated by the phenol-chloroform method as described above. Two microgram DNA from each condition was digested for 4 h at 37 °C in a thermocycler in a 20 µL reaction containing 2 µL rCutsmart buffer and 1 µL Fnu4HI restriction enzyme (NEB) or in a control reaction without enzyme. Methylation sensitivity of the enzyme was verified in parallel by digestion of unmethylated or in vitro (M.SssI) methylated plasmid DNA and agarose gel electrophoresis. Following restriction digest, DNAs were re-purified using Monarch® PCR & DNA Cleanup Kit (NEB). DNA concentration was measured by NanoDrop and DNAs were diluted to 20 ng/µL for use with the AmplideX® mPCR FMR1 assay (Asuragen). Note that the AmplideX® mPCR FMR1 assay involves restriction digest with methylation sensitive enzyme HpaII that is directly outside the CGG repeat region, and is not informative for the methylation status of the CpG dinucleotides that make up the CGG region. Therefore, the protocol was modified as described above to allow for digestion with the methylation sensitive enzyme Fnu4HI (recognizes GCNGC) and PCR amplification was carried out with only the control workflow (FAM: no digestion) from the manufacturer. Briefly, 8 µL of diluted sample DNA was mixed with 2 µL control DNA. Four microliter of this mixture was incubated for 2 h at 37 °C with 3.7 µL Digestion Buffer and 0.3 µL Control Enzyme (FAM). Then 20 µL GC-Rich Amp Buffer, 0.1 µL GC-rich polymerase mix, and 1.9 µL FAM-Primers were added to each reaction and PCR was performed with the following cycles: 1 cycle of 95 °C for 5 min, 27 cycles involving 97 °C for 35 s, 62 °C for 35 s, and 72 °C for 4 min, 1 cycle of 72 °C for 10 min followed by cooling to 4 °C. Ten microliter of each PCR reaction was then mixed with 2 µL Gel Loading Dye, Purple (6X) (NEB) and run at 80 V for 20 min and 100 V for 60 min on a 1% agarose gel followed by staining with ethidium bromide solution for 15 min and visualization with Molecular Imager® Gel Doc™ XR+ (Bio-Rad). Quantification of band intensities was achieved with the Gel Analysis utility in ImageJ software.

### Viral integration site detection

Viral integration sites were defined by following a pipeline developed by Ho et al.^135^ with several key modifications. First, quality trimmed WGBS reads (from above) were aligned with bowtie2 v2.3.4.1 (--very-sensitive-local option) to custom FASTA files containing in silico bisulfite-converted sequences (CG to YG, C to T) of forward and reverse strands of the integration-capable lentiviral elements (between two LTRs) from all treatments for that particular cell line: dCas9 plasmids, gRNA3, or gRNAscr plasmids, and Cre plasmids. Notably, the sequence from the lentiviral dCas9 plasmid sequence was in silico recombined (deletion between loxP sites, leaving one loxP site) to mimic Cre action in the cells. Then samtools v1.3.1^136^ was invoked to extract all aligned soft-clipped reads; these are reads that were clipped in order to align to the lentiviral sequences and therefore the clipped portion represents possible read-through into mouse genome (no difference from Ho et al.). We then ran a modified variant of the script published by Ho et al. (to allow for alignment to mouse bisulfite converted genomic sequences generated by Bismark rather than human unconverted genomic sequences) that used BLAST^137^ to identify boundaries between viral and mouse sequences (Supplementary Software 1). All overlaps with dmCpGs were performed with BEDTools intersect v2.29.2^138^.

### Statistics and data visualization

All data involving simple statistical tests not described above in WGBS and ChIP-seq methodology (e.g. *T*-test, Mann–Whitney test, Pearson’s *r*, Holm-Sidak correction for multiple testing) were calculated and graphed with Graphpad Prism 8 software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Software 1

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The whole genome bisulfite sequencing (WGBS) data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE162138. The chromatin immunoprecipitation sequencing (ChIP-seq) data generated in this study have been deposited in the GEO database under accession code GSE174275. Mouse mm10 genome is available at https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/. Publicly available microarray data used for candidate gene selection for Supplementary Table 7 is in the GEO database under accession code GSE8374. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Unraveling the functional role of DNA demethylation at specific promoters by targeted steric blockage of DNA methyltransferase with CRISPR/dCas9
**Source:** Nat Commun. 2021 Sep 29;12:5711. doi: 10.1038/s41467-021-25991-9
**Supplement:** Supplementary file 8 — Supplementary Software 1

**Please note: this is a modified manual to recreate the files generated in Sapozhnikov & Szyf. All changes from original Virus-Clip instructions are tracked with “Track Changes”. The virus_clip.pl script is the same as the original with the following modifications: (1) all instances of “hg19” replaced with “mm10” ; (2) all instances of “human” replaced with “mouse”.**

**Instructions here are for Unix/Mac. Tested on Linux version 3.10.0-1127.19.1.el7.x86_64.**

**Virus-Clip: a fast and memory-efficient viral integration site detection tool at single-base resolution**

**User Manual**

Section I. Preliminary preparation

Section II. Suggested working procedures

Section III. Output file format

Authors: Daniel WH Ho & Irene OL Ng

Department of Pathology and State Key Laboratory for Liver Research, The University of Hong Kong

Last update: 20 January 2015

**Section I. Preliminary preparation**

**a) Downloading the human and virus reference genome**

**File Requirements:**

**Sequencing reads in FASTQ or FASTQ.GZ format (sample dataset provided as R1.fastq.gz and R2.fastq.gz).**

**Mouse (mm10) genome in FASTA format, bisulfite converted (not provided, see below how to produce).**

**Lentiviral sequences between LTRs that integrate in the genome (file provided for each treatment type). These are further *in silico* bisulfite-converted for alignment (both strands) because data format is whole-genome bisulfite sequencing.**

**(b) Program requirements:**

**Install the following programs. Make sure there is a working version of perl. We recommend using anaconda. By using conda, they will all be added to PATH. Otherwise, must be manually added to PATH.**

**Bismark: conda install -c bismark**

**Trim Galore: conda install -c trim-galore**

**Bowtie2: conda install -c bioconda bowtie2**

**Samtools: conda install -c bioconda samtools**

**Blast: conda install -c bioconda blast**

**ANNOVAR: (http://www.openbioinformatics.org/annovar/)**

User should choose the latest version of ANNOVAR (currently 2015Jan06). Following the instructions from the provider to install (usually just download and tar -xzvf to extract). Go the extracted annovar/ folder and follow the instructions to install the mm10 database under the directory annovar/mousedb. This should be accomplished with the command perl annotate_variation.pl -downdb -buildver mm10 refGene mousedb/.**)**.

**c) Prepare bisulfite-converted mm10 genome FASTA and make BLAST database.**

1. Download the mm10 FASTA format genome. This can be found in NCBI: <https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/>

2) Make sure it is in a folder called mm10.

3) Run bismark_genome_preparation with the command bismark_genome_preparation mm10.

4) Prepare a combined bisulfite converted mm10 sequence with the following command, with the following steps.

Navigate to the Bisulfite_Genome folder within the mm10 folder. Run the command:

cat CT_conversion/genome_mfa.CT_conversion.fa GA_conversion/genome_mfa.GA_conversion.fa > mm10_bis_CT_and_GA.fa

5) Make BLAST database for this bisulfite-converted genome with the following command:

makeblastdb -in mm10_bis_CT_and_GA.fa -dbtype nucl

**d) File location set up**

1. Make one directory where all scripts will be run and all files will be stored. For example, let’s call it virusclip/.

2. Move the virus_clip.pl and virus_clip_dCas9project.sh files to this main folder. Move the genomes/ folder to this folder. Then move the mm10 folder to the genomes folder.

3. Move your downloaded annovar/ folder to this folder.

4. In this folder, create separate subfolders with SAMPLE NAMES (e.g dCas9_Cre_gRNA3_1/, dCas9_Cre_gRNA3_2/, etc.). Move the two paired-end fastq.gz files for each sample into the corresponding sample folder.

4. Move to the main folder, and run the script with the following command:

sh virus_clip_dCas9project.sh [sample name] [name of corresponding lentivirus sequences in genome folder]

e.g. sh virus_clip_dCas9project.sh dCas9_Cre_gRNA3_3 dCas9CregRNA3

**Section III. virus_clip.out file format (tab-delimited text)**

Column 1 Left element of the integration event

Column 2 Chromosome for the left element

Column 3 Breakpoint position for the left element

Column 4 Sequence for the left element

Column 5 Right element of the integration event

Column 6 Chromosome for the right element

Column 7 Breakpoint position for the right element

Column 8 Sequence for the right element

Column 9 Supporting soft-clipped read count

Column 10 Affected human gene region

Column 11 Affected human gene

How the deposited data were processed for this re-analysis (not part of the article)

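Chromatin immunoprecipitation with an anti-FLAG antibody was followed by sequencing in NIH-3T3 cells that expressed FLAG-tagged dCas9 and either gRNA3 or gRNAscr, with 3 anti-FLAG and 3 input libraries for each guide. Samples were grouped by guide and replicate from their labels and the methods of the paper. The authors trimmed the reads with TrimGalore, aligned them to mm10 with bowtie2 and called peaks in each anti-FLAG library with macs2, with fragments extended to 204 bp. Replicates were not pooled. The command printed in the methods names no control, and the legend of Fig. 6g names the input as the control. The recovery of depth described here assumes that each anti-FLAG library was scaled to its input.

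Each deposited peak has a score, which the authors' peak caller made from the −log10 q-value. Its fold enrichment is the ratio of the pileup to the local background at the summit, as the authors' peak caller gave it. The deposited −log10 p-value and −log10 q-value are also those of the summit. These values are comparable within a library and were used to describe, rank and filter peaks within each list. The DERs, with their log2 fold changes and FDR, are the authors' DiffBind results from Supplementary Data 3, and read counts in regions were not analysed here, so no differential test on counts was run.

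Peak positions, which the lists count from 0, were converted to 1-based. The reference sequence was that of GRCm38 (mm10), with the GENCODE M21 annotation. The pileup and the local background at each summit were solved from the fold enrichment (pseudocount 1) and the Poisson p-value. The lowest background of a library was taken as its genome-wide expectation, which gives the number of input reads, and the scale that makes pileups whole numbers gives the number of anti-FLAG reads. The recovery was tested on simulated data and returned 100% of the values for 88 and for 300 simulated peaks and 99.9% for 3000. The seed search was tested on 200 windows with planted matches and found 100% of them. Recovered depth ranged from 8.80 to 16.6 M input reads and from 21.6 to 28.8 M anti-FLAG reads. It rests on the model of the peak caller, and the read totals themselves were not used here.

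Peaks per library were compared by a two-sided exact permutation test, and the presence of the Il33 peak and the share of DERs with a seed by two-sided Fisher's exact tests. Shares carry exact binomial 95% confidence intervals. Consensus regions are merged peaks that share at least 1 bp, with a peak in at least 2 libraries, which is the default of DiffBind. Seeds are the 10 PAM-proximal bases of gRNA3 followed by NGG on either strand. Predicted sites have up to 4 mismatches to gRNA3 as drawn in Fig. 6i, an NGG PAM and no gaps. The regions named in the text are the Il33 target, the 5 DERs of Fig. 6i, the first gRNAscr DER by FDR, positions that the paper names, and at most 3 consensus regions outside the DERs per guide with the best median rank by fold enrichment. Other named sites are said to have been chosen after their values were seen. The tests, the naming rule and the alternatives were fixed before the data were examined, except where the text says otherwise.

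The alternatives were stricter peak thresholds (−log10 q-value of at least 3 or 5, fold enrichment of at least 4), assembled chromosomes only, each library left out in turn, the replicate number as a block, overlap by at least 0.5 of the shorter peak, a peak in at least 3 libraries, seeds of 8 and 12 bases, NAG as a second PAM, 3 or 5 mismatches, backgrounds 5000 bp away, and CpGs within 500 bp of a peak. Seeds of 6 bases, the first base of gRNA3 as in Fig. 6f and a comparison at equal depth were added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, and the reference was indexed with samtools 1.23.1. The list of hypomethylated CpGs has rounded positions, of which those not given exactly in Supplementary Data 4 were left out. Supplementary Data 2 is truncated in the copy used here and no overlap was run on it.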

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

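The tests of regions outside the DERs with peaks of both guides, of the 8-base sequence in held-out DERs, and of shifts of 1 to 5 kb for the CpGs were chosen only after the results were seen, those of shuffled seeds and of random shifts after the data were seen but before their own values were, while the comparison of the seed between the DERs of the guides was planned.

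Outside Il33 and the 5 regions of Fig. 6i, which the paper aligned to gRNA3, 21 of the other 145 gRNA3 DERs (14.5%, exact binomial 95% confidence interval 9.19 to 21.3%) also held the 10 PAM-proximal bases of gRNA3 followed by NGG. The control libraries are the measure here, since none of the 44 gRNAscr DERs held them. Base composition of the bound regions is argued against, as 0 of 1000 shuffled versions of the 10 bases were found in as many of these DERs, and the most frequent of them was found in 3. The share in all gRNA3 DERs differed from that in gRNAscr DERs (two-sided Fisher's exact test, p = 0.000856), but DERs are chosen by a difference between the guides, so regions enriched with any guide were looked for outside them. There, of the merged regions with a dCas9:gRNA3 peak, 0 of 20 with the seed near a summit and 904 of 7068 without it (12.8%) also had a dCas9:gRNAscr peak (two-sided Fisher's exact test, p = 0.0989). With 20 regions this test alone is too few to exclude that explanation. The peaks, which were not chosen by a difference between the guides, argue against it. Within 50 bp of the summit, 19 of 193, 32 of 2041 and 39 of 6667 peaks of dCas9:gRNA3 replicates 1, 2 and 3 held the seed. The lower 95% limits were 6.03, 1.07 and 0.416%. In dCas9:gRNAscr replicate 2 it was 0 of 1160 (upper limit 0.318%). Replicates 1 and 3, with 0 of 290 and 0 of 84, had upper limits of 1.26 and 4.30%, below the lower limit of dCas9:gRNA3 replicate 1 alone. In the DERs with such a match outside Il33, the site was covered by a peak at 17, 25 and 26 sites in dCas9:gRNA3 replicates 1, 2 and 3, and the median distance of the summit from the 23 bases was 1, 1 and 2 bp. A hypothesis left open by these values is that dCas9:gRNA3 may bind further sites by the seed alone. Binding was not measured in any other way here.

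The gRNAscr DERs, whose sequences the paper does not discuss, shared a sequence of 8 bases. CTAACTCA directly before NGG was found in 14 of 44 gRNAscr DERs and in 0 of 88 windows 2000 bp away (Benjamini-Hochberg adjusted p = 0.00275 over 65536 sequences, one-sided exact hypergeometric test). The same search in the gRNA3 DERs returned CTCTCCAC, the PAM-proximal end of gRNA3, in 41 of 151. Chance over-representation among many 8-base sequences is argued against by a split of the list, since the sequence found in the 22 odd-ranked DERs was in 7 of the 22 even-ranked DERs and in 0 of their 44 flanking windows (two-sided Fisher's exact test, p = 0.000219). Regions enriched with any guide were again looked for outside the DERs, with few regions to go by. Of the merged regions with a dCas9:gRNAscr peak, 1 of 5 with the sequence near a summit and 903 of 1210 without it (74.6%) also had a dCas9:gRNA3 peak (two-sided Fisher's exact test, p = 0.0169), which argues against that explanation. Within 50 bp of the summit, the sequence stood in 13 of 290, 17 of 1160 and 10 of 84 peaks of dCas9:gRNAscr replicates 1, 2 and 3 and in 0 of 193, 0 of 2041 and 1 of 6667 peaks of dCas9:gRNA3 replicates 1, 2 and 3. With 10 bases in place of 8, the leading sequence was AGCTAACTCA, which ends in the same 8 bases. It was in 12 DERs and in 0 of 88 flanking windows. It did not pass the adjustment, which was then over more sequences (same exact test, adjusted p = 0.634 over 1048576 sequences). These values suggest, as a hypothesis, that CTAACTCA is a part of the seed of gRNAscr. The sequence of gRNAscr was not used here, so the link to the guide was not tested.

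Outside the DERs, 4 hypomethylated CpGs lay in peaks of dCas9:gRNA3 libraries and 0 in peaks of dCas9:gRNAscr libraries. They are named after their values were seen: 66861780 on chromosome 15 (replicates 2 and 3), and 5698629 on chromosome 2 in Camk1d, 13517642 on chromosome 8 and 135492370 on chromosome 1 in Nav1 (replicate 3 alone). Their peaks had a fold enrichment of 2.99 to 5.91 and a longest match to gRNA3 of 1 to 6 bases within 50 bp of the summit. Without replicate 3 only the first would remain, as replicate 2 held 1. The number also depends on the peak threshold: with a −log10 q-value of at least 3, of at least 5 or a fold enrichment of at least 4, replicate 3 held 3, 1 and 3 of them and replicate 2 held 0. The dCas9:gRNAscr peaks cover far less of the genome, 25034 to 348693 bp per library against 2008834 bp in dCas9:gRNA3 replicate 3, so the 0 there is a weak control. Chance overlap was tested with 1000 random shifts of the 536 positions by 10 to 100 kb to the next CpG. They put a mean of 0.654 positions in such peaks, and 6 of the 1000 reached 4 (permutation p = 0.00699). Shared neighbourhoods of peaks and tested CpGs were tested with shifts of 1 to 5 kb, which gave a mean of 0.660 (permutation p = 0.00500). Both argue against those explanations, but with 4 positions, 3 of them in replicate 3 alone, differences in WGBS coverage or in CpG density at a finer scale stay open as untested. A role of gRNA3 at these CpGs is a hypothesis that the short matches do not favour, and binding may follow open chromatin, which was not measured here.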

How the results depend on the processing

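The comparison at equal depth, the seed of 6 bases and the first base of gRNA3 as in Fig. 6f were chosen only after the data were seen. Of 229 combinations of a result and an alternative, 184 stayed the same, 43 moved, 2 became weaker and 0 were reversed. Counts and shares stayed the same if within 1.5 times the main value, and tests of sequences in DERs if on the same side of the threshold. Ranks, distances and the presence of the Il33 peak had to be unchanged. For the number of peaks only the sign of the difference had to hold. Of the 184, 17 are tests of the number of peaks or of the Il33 peak. They cannot pass 0.05 with 3 libraries against 3, so they say nothing about stability. Part of the other 167 could not move either. A stricter peak threshold cannot worsen a rank of 1, and counts of 0 stay 0 on fewer peaks or with a longer seed. The difference of 2463 peaks was 610 without dCas9:gRNA3 replicate 3 and 3854 without dCas9:gRNA3 replicate 1. The presence of the Il33 peak in 3 of 3 against 0 of 3 libraries held under each of the peak thresholds and with the summit required within 50 bp of the target. The cause of the changes below was not tested, except where fewer libraries or a stricter threshold leave fewer peaks by construction.

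Ranked by −log10 q-value, the Il33 peak was 4 in dCas9:gRNA3 replicate 2. Measured from the target with its PAM, the summit in replicate 3 was 9 bp away. With peaks of −log10 q of at least 5, there were 1040 consensus regions and 663 specific to dCas9:gRNA3, the seed was in 2.74% of the peaks of replicate 2 and 0.909% of those of replicate 3, and 4 hypomethylated CpGs lay in peaks of replicate 3, the 3 of Il33 among them. Requiring a peak in at least 3 libraries left 626 consensus regions, and requiring all 3 libraries of one guide left 96 regions specific to dCas9:gRNA3 and 12 specific to dCas9:gRNAscr. At equal depth, where every library was brought to the lowest input depth and judged by a p-value rule of 1e-07, there were 803 consensus regions and 349 specific to dCas9:gRNA3.

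Across the fits that each left out one replicate, there were 709 to 1965 consensus regions, 98 to 1305 specific to dCas9:gRNA3 and 14 to 89 specific to dCas9:gRNAscr. The support by peaks ranged from 61 to 149 gRNA3 DERs and from 13 to 35 gRNAscr DERs. The lowest values for dCas9:gRNA3 came without its replicate 3, the deepest input, and the lowest for dCas9:gRNAscr without its replicate 2, or equally its replicate 1 for the DERs.

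With a seed of 8 bases, 18.1%, 2.74% and 1.14% of the peaks of dCas9:gRNA3 replicates 1, 2 and 3 held it, and with 12 bases 0.518%, 0.147% and 0.0300%. A seed of 12 bases left 2 gRNA3 DERs (Fisher's exact test against the gRNAscr DERs, p = 1), while seeds of 6 and 8 bases gave 88 and 41. In 1 of the 88 the site of 20 bases runs past the edge of the region, so whole sites with 6 bases or more are in 87. The sequence of 10 bases in the gRNAscr DERs was in 12 of them (exact hypergeometric test, adjusted p = 0.634). The genome held 229 predicted sites with NGG or NAG, 10 with up to 3 mismatches and 1072 with up to 5, and 54 with the first base of Fig. 6f. With up to 5 mismatches, 5 lay in gRNA3 DERs, 5, 8 and 12 in peaks of dCas9:gRNA3 replicates 1, 2 and 3 and 1 in peaks of each dCas9:gRNAscr library. Within 500 bp of a peak there were 9 and 16 hypomethylated CpGs for dCas9:gRNA3 replicates 2 and 3 and 2 for dCas9:gRNAscr replicate 2.

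The replicate numbers were tested as pairs. The deviations of same-numbered libraries in the presence of peaks had correlations of -0.0442, -0.346 and -0.233, which gave no sign of pairing. The regions compared were chosen by their peaks, and the number of peaks differed widely between libraries. The test can therefore not exclude that same-numbered libraries were handled together. With the replicate block, the difference of 2463 peaks had p = 0.5 in an exact sign-flip test. With 3 libraries per guide, neither test of the number of peaks can pass 0.05.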

Differences from the paper's values

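The paper's number of predicted off-target sites of gRNA3, with up to 4 mismatches and a gap allowed, is 4436, and the search here without gaps found 115. With NGG or NAG it found 229, with up to 3 mismatches 10 and with up to 5 mismatches 1072, so none of the alternatives set before the data were examined closed the gap. For the predicted sites in gRNA3 DERs other than Il33, the paper's number is 6 and the value here is 1. It was also 1 with NGG or NAG and with up to 3 mismatches. With up to 5 mismatches it was 4, the one alternative set before the data were examined under which the paper's value is not more than 1.5 times the value here. With the first base of gRNA3 as in Fig. 6f, chosen after seeing the values, the genome held 54 sites and the DERs other than Il33 held 2 of them.

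The paper places the summit of the Il33 peak within the gRNA3 target. In the libraries taken singly this held in replicates 1 and 2, and in replicate 3 the summit was 12 bp outside. The paper calls the Il33 promoter the most enriched locus by the fold between guides. By the fold over background in single libraries, a different measure, it ranked 1 in replicates 1 and 3 and 3 in replicate 2.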

Other observations

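The comparison at equal depth and the test of enrichment by the immunoprecipitation were chosen after the data were seen but before their own values were, and the tests of input depth against the number of peaks, of matches of 6 to 9 bases, of promoter regions and of CpGs at matched sites only after the results were seen, while the count over other splits of the libraries was planned and only its reading as a test of chance came after.

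The number of peaks per library ranged from 88 to 6685, a ratio of 76.0. Sequencing depth as the whole cause is argued against by the comparison at equal depth. There, with every library brought to 8.80 M reads and 1 p-value rule, the counts were 191, 724 and 2010 for dCas9:gRNA3 replicates 1, 2 and 3 and 220, 763 and 83 for dCas9:gRNAscr, and the highest was still 24.2 times the lowest, against 67.8 times by the same rule at their own depth. This comparison scales the recovered pileups and backgrounds and not the reads themselves. dCas9:gRNAscr replicates 1 and 2, with 11.5 and 11.0 M input reads, had 293 and 1163 peaks. A part for input depth stays open. Peaks and input reads over the 6 libraries had Pearson's r = 0.836 (exact permutation p = 0.0111, adjusted 0.0222 over 2 relations) and Spearman's rho = 0.886 (exact permutation p = 0.0333, adjusted 0.0667), but without dCas9:gRNA3 replicates 2 and 3 r was 0.550, so the relation rests on those libraries. Within a guide there are only 3 libraries, too few for a correlation. A difference in enrichment by the immunoprecipitation was looked for in the 20 regions with a peak in all 6 libraries. Their median pileup, scaled to the number of reads, did not rise with the number of peaks (rho = -0.371, exact permutation p = 0.497, adjusted 0.497; r = -0.128, exact permutation p = 0.839, adjusted 0.839; r = -0.0397 without the 2 farthest libraries), and with 6 libraries the explanation cannot be told apart from no relation. These 20 regions had peaks with both guides, so the test cannot speak to enrichment at sites specific to a guide.

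The regions specific to one guide followed the same libraries. At equal depth there were 349 regions specific to dCas9:gRNA3 and 61 specific to dCas9:gRNAscr, a ratio of 5.72. By the same p-value rule at their own depth there were 836 and 46, a ratio of 18.2, and as deposited the ratio was 20.4, so depth by this test accounts for a part of the ratio and not for all of it. In 2 of the 10 splits of the 6 libraries into 3 and 3, as many regions were specific to one side as the 1002 of the real split. The other split, with 1529, put dCas9:gRNA3 replicates 2 and 3 with dCas9:gRNAscr replicate 2, the libraries with the most peaks, on one side. With 10 splits the share cannot fall below 0.1, so the number of regions specific to dCas9:gRNA3 does not by itself show an effect of the guide.

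Among the 124 gRNA3 DERs without the 10 bases, 60 (48.4%) had a match of 6 to 9 bases before NGG, against 5 of 248 flanking windows (2.02%, two-sided Fisher's exact test, p = 2.83e-28) and 0 of 44 gRNAscr DERs. A shorter match to the seed may therefore account for a part of these DERs, as a hypothesis found and tested on the same regions. The other 64 had a match under 6 bases. Promoter regions were tested as a source of these. A transcription start lay within 500 bp of 7.81% of them, against 7.41% of the 27 DERs with 10 or more bases (two-sided Fisher's exact test, p = 1), so the test did not separate the sets, and too few DERs lie near a start to decide. The median of the paper's log2 fold was 0.68 in the DERs with under 6 bases, 1.07 with 6 to 9 and 2.75 with 10 or more, and a peak was present in all 3 dCas9:gRNA3 libraries in 21 of 64, 27 of 60 and 17 of 27 of them. The longest match outside Il33, named after its value was seen, was of 12 bases in CCCCTGCCTTAGCTCTCCACAGG on chromosome 12 from 31257697 to 31257719, with 5 mismatches and a peak in replicates 2 and 3.

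Of the 26 matched sites of 10 or more bases outside Il33, 8 hold a CpG within their 23 bases, and 25 of the 26 DERs hold one somewhere in their 401 bp. Few CpGs at the matched site could explain the lack of reported demethylation for the 18 sites without one, but not for these 8. The paper tested the sufficiently covered CpGs within its off-target gRNA3 DERs and found no significant difference in methylation. Whether the CpGs of these 8 sites were among them, and how methylated they were, was not analysed here, which keeps the explanation open.

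The consensus regions outside the DERs with the best median rank by fold enrichment in the dCas9:gRNA3 libraries lay on chromosome X from 112370784 to 112371219 in an intron of Apool, on chromosome 10 from 72297085 to 72297425 between genes and on chromosome 5 from 15522155 to 15522643. They had median ranks of 9, 12 and 17, a peak in all 6 libraries and a longest match to gRNA3 of 4, 1 and 2 bases. In the dCas9:gRNAscr libraries, the same region on chromosome 10 had a median rank of 3, a region on chromosome 4 from 139205024 to 139205400 in an intron of Capzb had a median rank of 3, and a region on chromosome 5 from 15703280 to 15703727 in an intron of Speer4cos had a median rank of 9. The region in Capzb had a peak in 3 dCas9:gRNAscr libraries and in no dCas9:gRNA3 library, and the others had a peak in all 6 libraries.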
